# Dual orexin receptor antagonism with lemborexant enhances microglial clearance of β-amyloid in mice

**DOI:** 10.1186/s13024-026-00948-y

**Published:** 2026-05-22

**Authors:** Ashish Sharma, Emiko Segawa, Xiaoying Chen, Sohui Park, Shoutang Wang, Riley E. Irmen, Nicholas J. Constantino, Chanung Wang, Michael F. Kanan, Marco Colonna, Shannon L. Macauley, Jocelyn Y. Cheng, Ken Hatanaka, Margaret Moline, Erik S. Musiek

**Keywords:** Alzheimer’s disease, Amyloid plaques, Sleep, Orexin, Microglia

## Abstract

**Background:**

Sleep disturbances elevate brain amyloid-beta (Aβ) levels and represent a modifiable risk factor for Alzheimer’s disease (AD). The orexin/hypocretin system regulates sleep–wake behavior and has emerged as a therapeutic target in AD; however, the effects of FDA-approved dual orexin receptor antagonists (DORAs) on amyloid pathology remain unclear. We compared lemborexant, an FDA-approved DORA, to doxepin, an antihistaminergic sleep medication, on amyloid pathology and microglial responses in PSAPP mice.

**Methods:**

PSAPP mice received lemborexant (10 or 30 mg/kg/day), doxepin (35 mg/kg/day), or vehicle for 6 weeks beginning prior to plaque onset or 4 weeks after established pathology. Sleep was assessed by piezoelectric monitoring and EEG/EMG polysomnography. Amyloid pathology and microglial responses were quantified by immunohistochemistry, confocal microscopy, and single-cell RNA sequencing. Microglial depletion was induced with the CSF1R inhibitor PLX3397.

**Results:**

Lemborexant enhanced sleep quality with less active-phase sedation than doxepin. Both drugs reduced initial diffuse plaque deposition, but only lemborexant prevented fibrillar plaque accumulation in young mice and slowed plaque growth in older mice. Lemborexant increased peri-plaque microglial CD68 expression and enhanced Aβ phagocytosis in vivo. Single-cell transcriptomics revealed a shift toward activated, DAM-like microglial states with upregulation of phagocytic genes without broad inflammatory induction. Microglial depletion abolished lemborexant’s anti-amyloid effects.

**Conclusions:**

Lemborexant mitigates amyloid pathology by augmenting microglial phagocytic function, positioning DORAs as promising therapeutics that couple sleep promotion with beneficial microglial modulation.

**Supplementary information:**

The online version contains supplementary material available at 10.1186/s13024-026-00948-y.

## Background

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder characterized by amyloid-beta (Aβ) plaque deposition, tau neurofibrillary tangles, neuronal loss, and cognitive decline [1]. Among the modifiable factors that accelerate disease progression, sleep disturbance has emerged as a key contributor [2, 3]. Disrupted sleep elevates neuronal production and release of Aβ and tau [4–6], impairs glymphatic clearance of metabolic waste [7–9], and alters microglial reactivity in ways that promote neuroinflammation [10, 11].

The orexin/hypocretin system sits at the intersection of these mechanisms. As a master regulator of sleep–wake homeostasis [12, 13], the orexin system—acting through two G-protein-coupled receptors [14]—modulates both arousal and Aβ dynamics. Almorexant, an early dual orexin receptor antagonist (DORA), prevented plaque accumulation in APPswe/PS1δE9 (PSAPP) mice [4, 15], and three DORAs subsequently received FDA approval for insomnia treatment: suvorexant, lemborexant, and daridorexant [16, 17]. Suvorexant has also been shown to reduce soluble Aβ and phospho-tau in human cerebrospinal fluid [18]. Whether FDA-approved DORAs can directly reduce amyloid plaque burden, however, and the mechanisms by which they might do so, remain unknown.

To address this gap, we evaluated lemborexant (LEM), an FDA-approved DORA with low-nanomolar affinity for both orexin receptors and preferential OX2R binding [19], on amyloid pathology in PSAPP mice [20]. We compared LEM to doxepin (DOX), an FDA-approved antihistamine prescribed for insomnia [21], hypothesizing that LEM’s targeted orexin modulation would confer additional therapeutic benefit beyond improved sleep. Both drugs reduced total amyloid deposition early in disease, but only LEM prevented fibrillar plaque accumulation in young mice and slowed plaque growth in older animals. Mechanistically, LEM enhanced microglial Aβ phagocytosis in vivo and drove a transcriptional shift toward a reactive phenotype without broadly upregulating inflammatory cytokines. Together, these findings reveal a novel immunomodulatory role for orexin receptor antagonism in facilitating microglial-mediated Aβ clearance.

## Methods

### Ethics declarations

All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Washington University (Animal Welfare Assurance #D16-00245; protocol #23–0199) and conducted in strict accordance with the Guide for the Care and Use of Laboratory Animals (National Academies Press, 8th edition). Animals were maintained under specific pathogen-free conditions with a 12-h light/dark cycle, ambient temperatures of 20–26 °C, and 30–70% humidity, with ad libitum access to food and water. Animal care and veterinary oversight were provided by the Department of Comparative Biology.

### Study design

Male and female APPswe/PS1δE9 (PSAPP) mice were used for all experiments [20]. Because females develop plaques earlier, sexes were age-staggered in the younger cohort to initiate treatment just prior to plaque onset; both sexes began treatment simultaneously in older mice with established pathology. Mice were randomized by sex to experimental groups, and investigators were blinded during data acquisition and analysis. Group sizes were determined by power calculations based on pilot data to detect a 50% change in plaque burden with 80% power at α = 0.05, with sexes combined (not powered for sex-specific effects). Primary endpoints—plaque burden and peri-plaque microglial markers—were specified a priori; follow-up experiments were designed subsequently.

Mice received daily oral gavage at Zeitgeber Time 0 (ZT0; lights on) of vehicle (VEH; 0.5% methylcellulose in PBS), doxepin (DOX; 35 mg/kg; Cayman Chemical #15888, in PBS), or lemborexant (LEM; 10 or 30 mg/kg; provided by Eisai, in 0.5% methylcellulose PBS). For plaque-labeling and phagocytosis studies, Methoxy-X04 (MX-04; 10 mg/kg; Tocris #4920) was administered intraperitoneally.

For de novo plaque deposition studies, three-month-old female and 3.5-month-old male PSAPP mice received VEH, LEM (10 or 30 mg/kg/day), or DOX (35 mg/kg/day) for six weeks. This age was chosen to initiate drug treatment prior to plaque appearance, and duration was chosen to allow for adequate plaque deposition. Microglial phagocytic activity was assessed in five-month-old mice, an age with mild plaque burden. Mice were treated with VEH or LEM (30 mg/kg/day) for seven days, followed by MX-04 injection and microglial isolation for flow cytometry. For plaque growth studies, nine-month-old mice, which have moderate plaque pathology, received MX-04 to label pre-existing plaques, then VEH, LEM (30 mg/kg/day), or DOX (35 mg/kg/day) for four weeks. Experimental timelines are shown in Fig. 1A, S1A, S2A, 3A, S6A, S6D, and 6A.

**Fig. 1:**
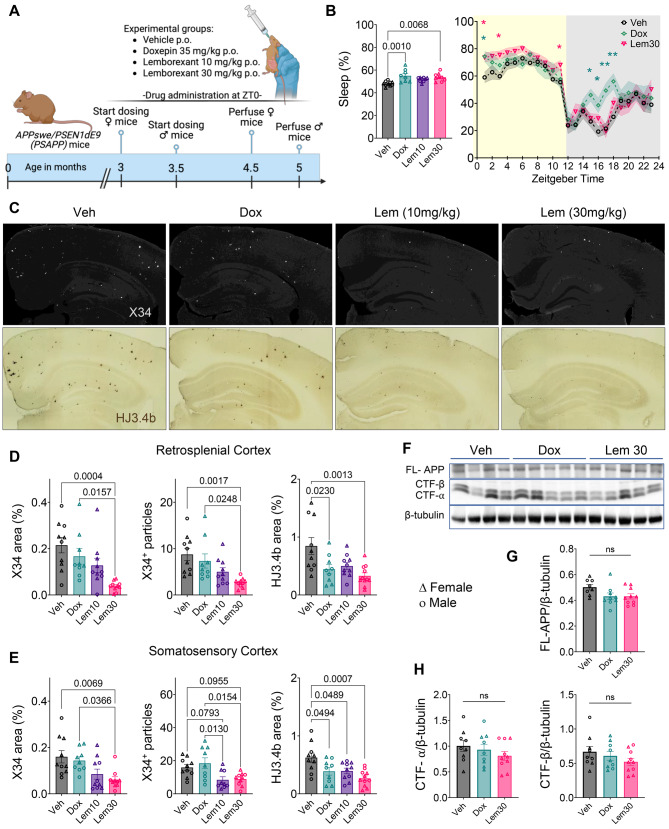
Lemborexant enhances sleep and suppresses de novo amyloid deposition in PSAPP mice. (**A**) Experimental timeline and dosing scheme. (**B**) Average total sleep over 24 h and across the circadian cycle for VEH, DOX (35 mg/kg), LEM10 (10 mg/kg), and LEM30 (30 mg/kg) groups; ZT0 = lights on. (**C–E**) Representative images and quantification of fibrillar plaques (X34) and total Aβ-immunopositive plaques (HJ3.4b) in retrosplenial and somatosensory cortices. (**F–H**) Immunoblots and densitometry of full-length APP (FL-APP) and C-terminal fragments (CTF-α, CTF-β); β-tubulin serves as loading control. Data are mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; exact *p* values shown in graphs

### Cell-free Aβ fibrillization assay

Synthetic Aβ1–42 peptide (Anaspec, AS-20276) was dissolved in 100% DMSO (Sigma, D2680) to make a 500 μM stock solution. The stock was diluted in PBS to a final concentration of 20 μM with or without 0.5, 1, or 2 μM of LEM, 0.5, 1, or 2 μM of orexin-A (OXA, Anaspec, AS-24470), or 10 μM of tannic acid (Sigma, 43040), in the presence of 20 µM Thioflavin-T (Sigma-Aldrich, 596200). Each sample was transferred to a clear-bottom 96 well pate in triplicates and incubated at 37 °C with constant shaking at 220 rpm. Fluorescence intensities at excitation = 485 nm/emission = 528 nm were recorded 1-hour intervals (0-9 h time points) using Gen5 software (v3.08) on BioTek Synergy HTX Multi-Mode Microplate Reader.

### Pexidartinib treatment

Pexidartinib (PLX3397; MedChemExpress Hy-16749) was formulated into AIN-76A rodent chow at 400 ppm (Research Diets, Inc.), irradiated, and provided ad libitum. To assess the role of microglia in LEM’s effects, PSAPP mice began PLX3397 diet at 8.5 months, then at 9 months received MX-04 for plaque labeling followed by VEH or LEM treatment for four weeks while continuing PLX3397 throughout.

### Piezoelectric sleep monitoring

To evaluate the effects of LEM and DOX on sleep–wake behavior, five-month-old PSAPP mice received daily treatments at ZT0 for six consecutive days with VEH, LEM (10 or 30 mg/kg/day), or DOX (35 mg/kg/day) (Supp. Fig. S1A). Sleep–wake states were continuously monitored using a noninvasive piezoelectric system [22] housed within a light- and sound-controlled circadian cabinet (Actimetrics, Inc.). Piezoelectric signals were analyzed using overlapping 8-second windows with 2-second epochs. For each window, a decision statistic was computed based on signal regularity (frequency and amplitude consistency) and peak spectral energy. Signals with greater regularity, peak energy in the breathing range (1–4 Hz), and lower relative amplitude yielded higher decision statistic values, indicating increased sleep probability. Linear discriminant analysis classified sleep–wake states from extracted signal features [22]. This method distinguishes wakefulness from sleep with 89% sensitivity and 96% specificity [23]. All experiments were conducted under 12:12-hour light–dark conditions.

### EEG/EMG polysomnography

Sleep architecture was assessed by EEG/EMG in a subset of five-month-old PSAPP mice. Stereotaxic surgery was performed as previously described [24, 25]. Briefly, mice were anesthetized with 5% isoflurane and maintained at 1.5–2.0% isoflurane during surgery under sterile conditions. Two stainless steel bone screws (MD-1310, BASi Research Products) serving as EEG leads were placed over the right frontal cortex (A/*P* +1 mm, M/L −1 mm) and left parietal cortex (A/*P* −2 mm, M/L +1 mm), with a reference screw at the cerebellum (A/*P* −6 mm, M/L 0 mm). Insulated wire leads soldered to a headmount (8402, Pinnacle Technology) were wrapped around the bone screws. Stainless steel wires attached to the headmount were inserted into neck musculature for EMG recording. Screws, wires, and headmount were secured with dental acrylic. Mice recovered for 5 days in recording cages (Pinnacle Technology) under 12:12-hour light–dark conditions before recording.

Raw EEG data were analyzed using Sirenia Sleep Pro and manually scored in 10-second epochs according to standard wake, NREM, and REM classifications [24, 25]. Percent time per hour in each state was calculated across the 24-hour day. Mice received VEH, LEM (30 mg/kg/day), and DOX (35 mg/kg/day) at ZT0 for 3 consecutive days each, with a 3-day washout between LEM and DOX treatments (Supp Fig. S2A).

### Tissue collection

To minimize circadian variability, all mice were perfused between ZT5 and ZT7. Mice were deeply anesthetized with pentobarbital (150 mg/kg, i.p.) and transcardially perfused with ice-cold Dulbecco’s PBS (DPBS) containing 3 g/L heparin. The cortex and hippocampus from one hemibrain were dissected, snap-frozen on dry ice, and stored at − 80 °C. The contralateral hemibrain was immersion-fixed in 4% paraformaldehyde for 24 h at 4 °C, cryoprotected in 30% sucrose for 48 h, and stored at − 20 °C until sectioning. Coronal brain sections (40 µm) were obtained using a freezing sliding microtome (SM1020R; Leica) and stored in cryoprotectant solution for subsequent immunohistochemical or immunofluorescence analyses.

### Immunohistochemistry

Free-floating coronal sections (2 per mouse) were washed in TBS, quenched with 0.3% hydrogen peroxide for 10 min, then blocked with 3% milk in 0.25% TBS-X (TBS + Triton X-100) for 30 min at room temperature. Sections were incubated overnight at 4 °C with biotinylated HJ3.4 antibody (mouse monoclonal, D. Holtzman laboratory), which recognizes the N-terminus of human Aβ (residues 1–16) and detects total Aβ including diffuse and dense-core plaques [26]. Sections were then washed, incubated with ABC Elite reagent (Vector Laboratories, PK-6100) for 1 h, and developed with 3,3′-diaminobenzidine (DAB; Sigma-Aldrich) for 10 min. Sections were mounted, dehydrated through graded ethanol, cleared in xylene, and coverslipped with Cytoseal. Slides were imaged at 10× using brightfield microscopy (Keyence BZ-X).

### Immunofluorescence

Dense core fibrillar plaques were stained with X34 or Thiazine Red. For X34, free-floating sections were washed in PBS, permeabilized in 0.4% PBS-X for 30 min, then incubated in X34 staining buffer (10 µM X34 [Sigma-Aldrich SML1954] in 60% PBS/40% ethanol with 0.02 N NaOH) for 20 min. Sections were rinsed in 60% PBS/40% ethanol then PBS, blocked for 60 min in 0.4% TBS-X with 5% donkey serum, and incubated overnight at 4 °C with primary antibodies in TBS-X + 1% donkey serum. Sections were then washed, incubated with fluorescent secondary antibodies (1:1,000 in TBS-X) for 1 h at room temperature, and mounted with Fluoromount-G (SouthernBiotech 0100–01). For Thiazine Red, sections were washed in TBS, permeabilized in 0.25% TBS-X for 30 min, incubated in 2 µM Thiazine Red (Chemsavers THIR1G) for 20 min, washed three times for 5 min in TBS, and mounted.

Primary antibodies: IBA1 (rabbit, Wako 019–19741, 1:1,000; or goat, Abcam ab5076, 1:500), GFAP-Alexa Fluor 647 (mouse, Cell Signaling 3657S, 1:800), CD68 (rat FA-11, Bio-Rad MCA1957, 1:1,000), APOE (mouse HJ6.3, D. Holtzman laboratory, 1:1,000), P2RY12 (rat S16007D, BioLegend 848002, 1:100). Secondary antibodies (all 1:1,000, Invitrogen): donkey anti-mouse IgG–Alexa Fluor 488 (A-21202), donkey anti-rat IgG–Alexa Fluor 488 (A-21208), donkey anti-rabbit IgG–Alexa Fluor 568 (A-10042), donkey anti-goat IgG–Alexa Fluor 568 (A-11057), donkey anti-goat IgG–Alexa Fluor 647 (A-21447), donkey anti-rabbit IgG–Alexa Fluor 647 (A-31573), donkey anti-rat IgG–Alexa Fluor 647 (A-78947).

### Imaging acquisition and analysis

Epifluorescent images were acquired on a Keyence BZ-X810 microscope. Laser intensity and exposure times were optimized using representative sections and held constant across all samples within each cohort. Whole-section mosaics were stitched with BZ-X800 Analyzer (Keyence) and quantified in Fiji v2.16.0 (NIH). For peri-plaque analyses, cortical fibrillar plaques were imaged on a Zeiss LSM-980 Airyscan 2 confocal microscope with ZEN 3.6 (blue edition); laser power, detector gain, and pinhole size were held constant within each experiment. At least 10 cortical plaques per mouse were captured at 20× or 40× (1,024 × 1,024 pixels, 0.3 µm z-steps) with Airyscan adaptive deconvolution for super-resolution. Images were quantified in MATLAB and Imaris 10.0.1 (Bitplane); a 20 µm three-dimensional shell was projected around each X34-positive plaque, with all fluorescence within this volume considered peri-plaque signal.

### Protein extraction

Frozen cortical tissue was weighed and homogenized in a Bullet Blender (Next Advance) with 250 µL RIPA buffer (Pierce, Thermo Scientific) supplemented with protease inhibitor (cOmplete; Roche) and phosphatase inhibitor (PhosSTOP; Roche). Homogenates were centrifuged at 5,000 g for 5 min at 4 °C and supernatants collected. Protein concentrations were determined in duplicate by BCA assay (Thermo Scientific). Aliquots were stored at − 80 °C until analysis.

### Immunoblotting

Protein (10 µg) was mixed with NuPAGE reducing agent (Invitrogen) and 4× Laemmli sample buffer, then resolved on Novex 16% Tricine gels (Invitrogen) in Tricine SDS running buffer with NuPAGE antioxidant. Proteins were transferred to PVDF membranes and blocked in 5% milk/TBST for 60 min. Membranes were incubated overnight at 4 °C with primary antibodies: β-amyloid (rabbit CT695, Invitrogen 51-2700, 1:1,000) and β-tubulin (mouse IgG2a, Invitrogen MA5-16308, 1:2,000). After washing, HRP-conjugated secondary antibodies were applied for 1 h. Signal was developed with Pierce ECL or Lumigen ECL Ultra and imaged on a Bio-Rad ChemiDoc system. Band intensities were quantified in Fiji and normalized to β-tubulin. For sequential probing, membranes were stripped with Restore PLUS buffer (Thermo Scientific) at 37 °C for 30 min with agitation, rinsed in distilled water, washed 3 × 10 min in TBST, re-blocked, and reprobed.

### *In vitro* microglial uptake and degradation assays

BV2 cells were cultured in DMEM (Gibco 11965-092) with 10% FBS (Biowest S1620) and 100 U/mL penicillin-streptomycin (Gibco 15140-122). For uptake and degradation assays, cells were seeded at 50,000 cells/well in 24-well plates and incubated overnight. Cells were pretreated for 30 min with 200 µM Dynasore (Sigma D7693), 10 µM cytochalasin D (Cayman Chemical 11330), or orexin-A (OXA; 0.5, 1, or 2 µM). Media was replaced with fresh media containing the respective inhibitor or OXA plus fluorescently labeled substrates: 1 µg/mL fibrillar Aβ-488 (Anaspec AS-60479-01), Alexa Fluor 647-BSA (Invitrogen A34785), or DQ-BSA (Invitrogen D12051). After 1 h, cells were washed twice with DPBS (Gibco 14190-144), trypsinized (0.05% trypsin-EDTA; Gibco 25300-054), and resuspended in flow cytometry buffer (DPBS with 1% FBS and 1 mM EDTA). Flow cytometry was performed on a Beckman Coulter CytoFLEX S and analyzed in FlowJo v10.10.0 with gating for single, live cells.

For LEM experiments, cells were treated for 1 h with 200 µM Dynasore, 20 µM cytochalasin D, or LEM (1 or 10 µM), then media was replaced with the respective treatment plus fibrillar Aβ-488, 647-BSA, or DQ-BSA. A subset of LEM-treated cells also received 1 µM orexin-A. Cells were incubated for 1 h and collected for flow cytometry.

### Single‑cell suspension preparation

All steps were performed on ice or at 4 °C. Mice were transcardially perfused with pre-chilled DPBS. Cortex and hippocampus were dissected and mechanically dissociated using a glass Dounce homogenizer [27]. Homogenates were subjected to Percoll density centrifugation to deplete myelin and debris, and cell pellets were rinsed in 0.5% BSA/DPBS for downstream assays.

### *In vivo* microglial Aβ phagocytosis assay

In vivo microglial Aβ phagocytosis was assessed as described [28, 29]. Single-cell suspensions were pre-incubated for 5 min on ice with anti-CD16/32 Fc block (eBioscience 14–0161-85, 1:100), which remained present throughout staining. Cells were labeled on ice for 20 min with CD45-PE (clone 30-F11, BioLegend, 1:100) and CD11b-APC (clone M1/70, BioLegend, 1:100), washed, and resuspended in 5% BSA. Samples were acquired on an LSR Fortessa (BD Biosciences) and analyzed in FlowJo. Microglia were defined as CD45^lo^CD11b^+^, and the percentage of MX-04-positive cells was quantified.

### Fluorescence activated cell sorting

PSAPP mice (*n* = 5 per group) received daily VEH or LEM (30 mg/kg/day) by oral gavage for one month beginning at 9 months of age. At 10 months, mice were perfused; one hemisphere was fixed for immunofluorescence, and cortex and hippocampus from the contralateral hemisphere were processed into single-cell suspensions. Following Fc block with anti-CD16/32, cells were stained with CD45-FITC and CD11b-PE for 20 min on ice. After washing, DAPI was added for viability, and live microglia (CD45^lo^CD11b^+^ DAPI^−^) were sorted using a FACSAria II (BD Biosciences) into 1% BSA/PBS. Sorted cells were submitted to the institutional Genomics Core for library preparation and single-cell RNA sequencing.

### scRNA-seq and read alignment

After confirming cell viability and integrity, approximately 20,000–30,000 single cells per sample were loaded onto a 10X Genomics Chromium platform to generate gel beads-in-emulsion (GEMs). GEMs were used to synthesize cDNA carrying cell-specific and transcript-specific barcodes. Sequencing libraries were prepared using the 10X Genomics Chromium Single Cell 5’ PE Library & Gel Bead Kit V2 and sequenced on an Illumina NovaSeq6000. Sequencing data were processed using Cell Ranger (v8.0.0) [30] for alignment, barcode assignment, and UMI counting, generating gene-expression count matrices mapped to the mm10-2020-A mouse transcriptome.

### Data preprocessing and quality control

All data processing and statistical analyses with scRNA-seq data were conducted using R (v4.4.0). Firstly, ambient RNA contamination was removed, followed by the selection of high-quality cells with sufficient sequencing depth. Cell Ranger-filtered HDF5 expression matrices containing cells expressing fewer than 200 genes and genes expressed in fewer than 3 cells were subjected to SoupX (v1.6.2) [31], with default parameters. Subsequently, additional filtering was performed to remove cells expressing fewer than 500 genes, with more than 20,000 total counts, or with mitochondrial RNA content exceeding 2.5%. 

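The count table that the authors deposited holds cells past this step. In its 32285 genes by 42766 cells, the fewest genes detected in a cell were 501, the most counts were 19999 and the highest mitochondrial share was 2.50%. Applied again, the 3 filters removed 0 cells. All values in the table are whole numbers of unique molecular identifiers (UMIs), and it cannot be told from them whether the SoupX correction is included. The paper's text names no doublet step. Scrublet, run on each library separately, called 1805 VEH cells (9.82%) and 2402 LEM cells (9.85%) doublets. As a second measure, 981 VEH cells (5.34%) and 1764 LEM cells (7.23%) held counts of both *Xist* and a Y-linked gene, a combination expected of a droplet with cells of both sexes or of free RNA. Doublets were kept here and left out in an alternative.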

High-quality cells retained after filtering were used for downstream analysis.

### Data normalization, dimensional reduction, and clustering

Preprocessed data were imported into Seurat (v5.3.0) [32] to be normalized, scaled and centered before proceeding to clustering and microglia subsetting. Log-normalization was applied, and highly variable genes were identified using variance-stabilizing transformation. Dimensionality reduction was performed using principal component analysis (PCA) with 2000 variable genes, followed by Uniform Manifold Approximation and Projection (UMAP). Clustering was conducted using the FindNeighbors and FindClusters functions with k.param = 30 and resolution = 1.0.

### Cell type annotation and microglia subsetting

Cell types were manually annotated based on canonical marker genes, and microglia clusters were selected for downstream analysis followed by re-scaling and re-clustering. Microglia were identified using *Ctss, C1qa, C1qb, Cx3cr1, Hexb*, and *P2ry12*. Neuronal cells were classified using *Grin1, Syt1, Rbfox3, Gad1, Gad2*, and *Sst*. Astrocytes were identified using *Aqp4, Gfap*, and *Slc1a2*; oligodendrocytes using *Mog, Mag*, and *Olig2*; oligodendrocyte precursor cells (OPCs) using *Pdgfra, Vcan*, and *Olig1*; endothelial cells using *Pecam1, Cdh5,* and *Cldn5*; and pericytes using PDGFRB. To classify T cells, B cells, natural killer cells, or neutrophils, markers genes for distinct brain BAM subpopulations [33] were used.

Clusters identified as non-microglial clusters based on low microglial marker expression and high expression of other cell-type markers were excluded from further analysis. The resulting clusters were re-scaled and re-clustered using FindNeighbors and FindClusters functions with k.param = 30 and resolution = 0.9, based on the top principal components determined by elbow plot inspection. UMAP was then computed using the top 20 PCs. Homeostatic, interferon-responsive, Proliferating, DAM1, and DAM2 marker genes [34] were used to annotate microglial subtypes after all data processing.

### Statistical analyses

To identify clusters with proportional changes, permutation analysis was performed with 1,000 permutations. Clusters with FDR < 0.05 and log2 fold-change(FC) >0.58 were considered significant. Differential expression analysis was conducted using FindAllMarkers and FindMarkers functions, applying the Wilcoxon rank-sum test with false discovery rate (FDR) correction between clusters or LEM and VEH condition. Genes expressed in ≥10% of cells within a group and with a log2 FC > 0.1 were considered differentially expressed. A Curated set of well-established genes associated with microglial activation states and functional phenotypes were visualized. Enrichment analysis was performed using KEGG Database (Release 115.1, August 1, 2025) [35–37] and clusterProfiler (v4.14.6) [38], applying hypergeometric testing and FDR correction. For visualization, adjusted *p*-values were transformed using −log₁₀. For each differentially proportional cluster, all FDR-significant pathways were compiled (see Supplementary File). From the ten pathways with the lowest FDR per cluster, those most relevant to neurodegeneration or microglial function—as well as those recurring across multiple clusters—are highlighted in Fig. 4E.

All analyses except scRNA-seq were performed in GraphPad Prism v10.5.0. Data are presented as mean ± SEM. Sample sizes were determined by power analysis. Outliers were identified using the ROUT method (Q = 1%). Group differences were assessed by one-way ANOVA with Tukey or Tukey–Kramer post-hoc tests as appropriate. For two-group comparisons, variance homogeneity was assessed by F-test; unpaired two-tailed t-tests were used for equal variances and Mann–Whitney U tests for unequal variances. Significance was defined as *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0005). Multiple comparison corrections were applied where appropriate; exact *p* values are reported in figures.

## Results

### Lemborexant enhances sleep quality without active-phase sedation

Sleep was recorded continuously for one week using a noninvasive PiezoSleep system that estimates sleep-wake states from movement and breathing frequency over 2-second epochs [22]. Five-month-old PSAPP mice with mild plaque pathology received daily oral gavage at ZT0 (lights on) of VEH, DOX (35 mg/kg), LEM10 (10 mg/kg), or LEM30 (30 mg/kg) for seven days (Supp. Fig. S1A).

We selected a higher DOX dose than previously published [39] to match the total sleep increase of LEM30 by piezoelectric measurement. Both DOX and LEM30 increased total sleep by approximately 8%, whereas LEM10 had no significant effect. However, LEM30-induced sleep enhancement was confined to the light (inactive) phase, while DOX augmented sleep across both light and dark periods (Fig. 1B and Supp. Fig. S1B,C). Although average 24-hour sleep and wake bout lengths did not differ between treatments, binned analysis revealed that LEM30 maintained shorter wake bouts during the light phase, indicating more consolidated rest (Supp. Fig. S1B,C). Thus, while DOX and LEM30 provide similar total sleep, only LEM30 preserves active-phase wakefulness—a therapeutically advantageous profile.

To validate these findings, sleep architecture was assessed in a subset of PSAPP mice using EEG/EMG. Mice sequentially received vehicle, LEM30, a washout period, then DOX. The piezoelectric system overestimated sleep compared to EEG/EMG, particularly in DOX-treated mice, particularly during the active (dark) phase (Supp Fig. S2B). By EEG/EMG, LEM30 significantly increased total and non-REM sleep across the rest phase, whereas DOX increased total sleep immediately after dosing and again mid-active phase without affecting REM or NREM (Supp Fig. S2C,D). This discrepancy suggests DOX increases quiet wakefulness during the active phase rather than inducing true sleep, consistent with its antihistamine sedative profile.

### Lemborexant selectively prevents fibrillar plaque accumulation

To assess plaque prevention, PSAPP mice received daily treatment at ZT0 for six weeks with VEH, DOX, LEM10, or LEM30 (Fig. 1A), beginning just before plaque onset. Females started at three months and males at 3.5 months to accommodate sex-dependent plaque kinetics. At 4.5 (females) or 5 (males) months, brains were perfused and processed for immunohistochemistry. We focused on retrosplenial, somatosensory, and piriform cortices—regions with early plaque deposition in PSAPP mice—using hippocampus as an internal comparator given its delayed plaque accumulation. X34 staining revealed significant reductions in fibrillar, dense-core plaque number and area in retrosplenial and somatosensory cortices of LEM30-treated mice; DOX and LEM10 had no effect.

Using HJ3.4b—which detects both fibrillar and diffuse Aβ—to quantify total plaque burden, both DOX and LEM30 reduced plaques in retrosplenial cortex, and all treatments decreased plaques in somatosensory cortex relative to VEH (Fig. 1C–E). LEM10 and LEM30, but not DOX, also reduced plaques in piriform cortex, with no significant changes in hippocampus where minimal accumulation occurs at this age (Supp Fig. S3). Western blot analysis of cortical lysates showed unchanged APP and C-terminal fragment (CTF-α/β) levels in DOX- or LEM30-treated mice, indicating no effect on APP processing (Fig. 1F–H). Cell-free Aβ aggregation assays confirmed that neither LEM nor orexin-A directly alters fibrillization in vitro (Supp Fig. S4). Thus, while both sleep-promoting drugs reduce diffuse plaques, only LEM30 prevents maturation of fibrillar pathology in regions most vulnerable to early deposition.

### Lemborexant promotes microglial Aβ uptake

To explore mechanisms underlying reduced amyloid accumulation with LEM, we first assessed glial activation. Total IBA1 immunoreactivity—a pan-microglial marker—remained unchanged across treatments in multiple brain regions (Supp Fig. S5A,B), as did GFAP, a marker for reactive astrocytes (Supp Fig. S5C,D). Since peri-plaque microglia adopt a phagocytic phenotype marked by CD68 (macrosialin) upregulation [40–43], we quantified IBA1+ microglia and CD68 expression within 20 µm of X34+ plaques using confocal microscopy and 3D Imaris reconstruction (Fig. 2A). The number and normalized volume of peri-plaque IBA1+ microglia were unchanged. However, LEM30, but not DOX, increased peri-plaque microglial CD68 expression relative to VEH (Fig. 2B), indicating enhanced phagocytic activation.

**Fig. 2:**
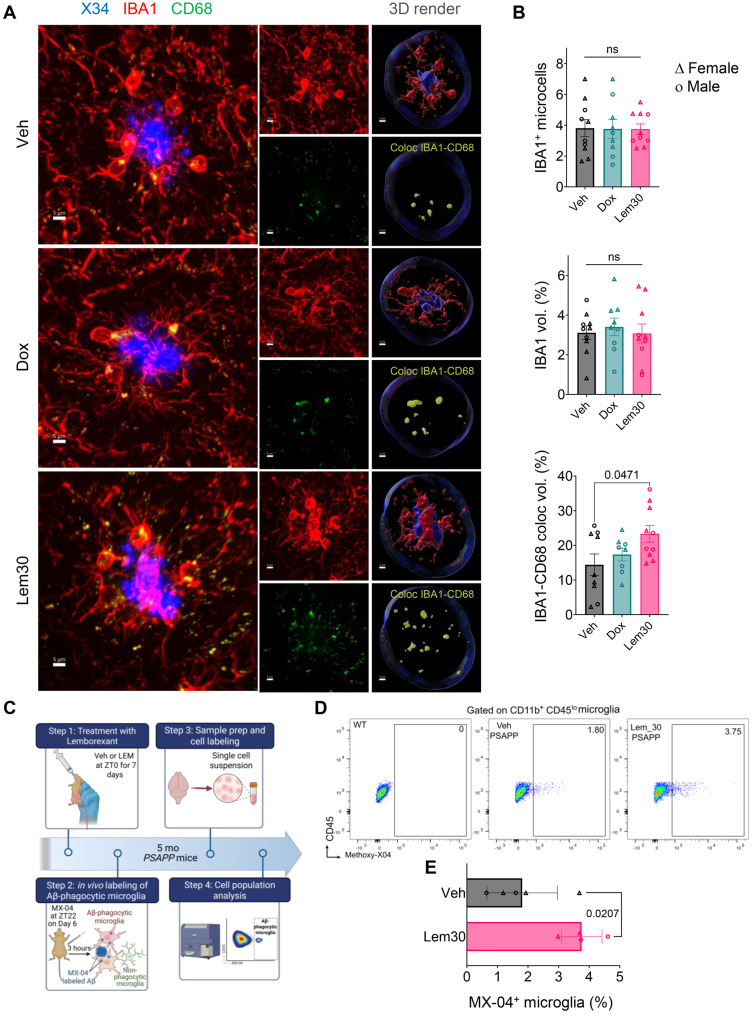
Lemborexant enhances microglial amyloid phagocytosis. (**A**) Representative 3D confocal renderings of peri-plaque microglia (IBA1) surrounding fibrillar plaques (X34), with colocalized phagosomal marker CD68. (**B**) Quantification of peri-plaque IBA1–CD68 colocalization in VEH, DOX, and LEM30 groups. (**C**) Schematic of in vivo Aβ phagocytosis assay. (**D–E**) Representative flow cytometry scatterplots and quantification of MX-04+ microglia (CD11b^+^CD45^lo^) after LEM30 treatment. Data are mean ± SEM; exact *p* values shown in graphs

To determine whether elevated microglial CD68 translates to enhanced Aβ uptake, we labeled plaques in vivo with methoxy-X04 (MX-04) and quantified MX-04+ microglia by flow cytometry as an index of amyloid phagocytosis [28, 29]. Five-month-old PSAPP mice, which have mild plaque burden, received VEH or LEM30 at ZT0 for seven days, then MX-04 on day 7. Microglia were isolated three hours later and CD11b^+^CD45^lo^MX-04^+^ cells quantified (Fig. 2C). MX-04+ microglia were undetectable in wild-type controls. Vehicle-treated PSAPP mice exhibited ~2% MX-04+ microglia, whereas LEM30 nearly doubled this fraction to ~3.9% (Fig. 2D,E), demonstrating increased in vivo Aβ uptake.

We next tested whether LEM or orexin-A (OXA) directly affects microglial phagocytosis using BV2 cells (Supp Fig. S6). Cells were treated with OXA at various concentrations, and uptake of fluorescently labeled substrates (Aβ42–488, Alexa Fluor 647-BSA, or DQ-BSA) was measured by flow cytometry (Supp Fig. S6A); Dynasore and cytochalasin D served as negative controls. OXA had no effect on protein uptake or degradation at any concentration (Supp Fig. S6C). Similarly, LEM (1 or 10 µM), alone or with 1 µM OXA (Supp Fig. S6D), did not alter phagocytosis or degradation (Supp Fig. S6F). These results indicate that LEM does not directly modulate microglial phagocytosis but likely acts through indirect mechanisms.

### Lemborexant modulates amyloid pathology and microglial transcriptional states in advanced pathology

We next evaluated LEM30 (hereafter LEM) and DOX in 9-month-old PSAPP mice with established plaque pathology. To track growth of existing plaques, we “timestamped” plaques in vivo with i.p. MX-04 at 9 months. Mice then received daily VEH, DOX, or LEM at ZT0 for one month before perfusion and thiazine red re-labeling at 10 months (Fig. 3A). Total plaque burden by HJ3.4b IHC was significantly reduced in LEM- but not DOX-treated mice (Fig. 3B,C), though fibrillar plaque burden by thiazine red did not differ significantly (Supp Fig. S7). Given the lack of DOX effect, subsequent analyses focused on VEH vs. LEM. Confocal imaging and 3D reconstruction enabled precise measurement of plaque growth by subtracting MX-04+ from thiazine red+ volumes; LEM treatment slowed plaque growth by ~50% (Fig. 3D,E). Peri-plaque microglia in LEM-treated mice also exhibited increased CD68 expression, consistent with our findings in younger mice (Fig. 3F,G).

**Fig. 3:**
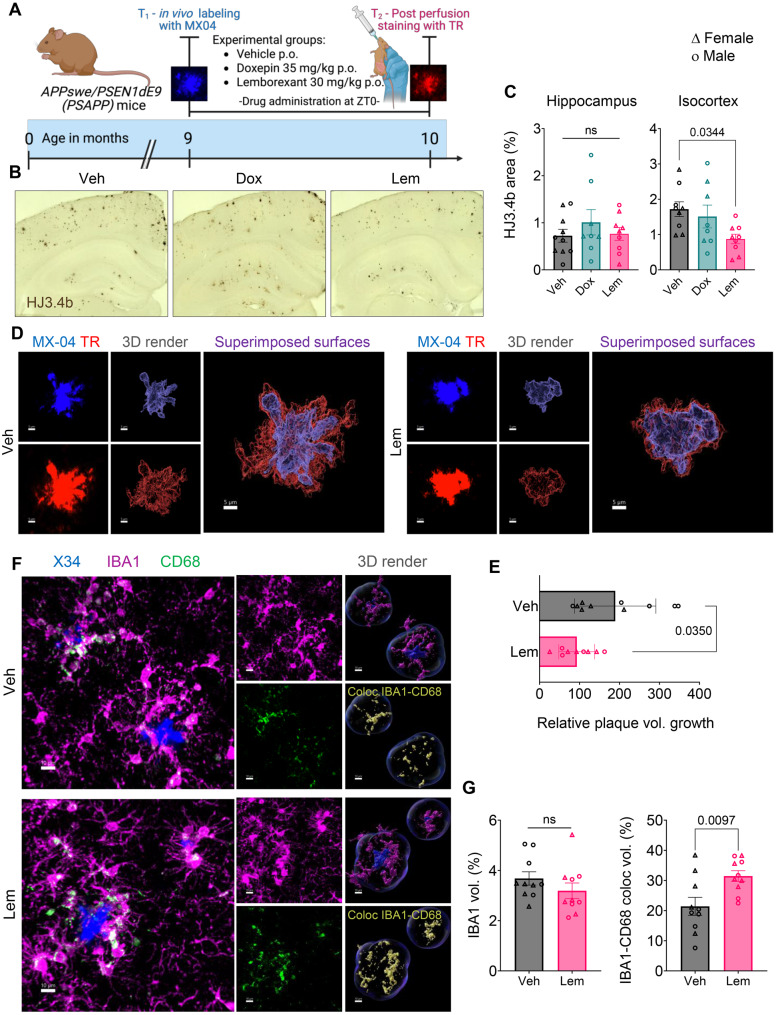
Lemborexant slows growth of established amyloid plaques. (**A**) Experimental timeline and dosing scheme. (**B–C**) Representative images and quantification of total plaque burden (HJ3.4b). (**D–E**) Representative MX-04/thiazine red 3D reconstructions and quantification of plaque core growth. (**F–G**) Representative images and quantification of peri-plaque IBA1–CD68 colocalization after LEM30 treatment. Data are mean ± SEM; exact *p* values shown in graphs

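PSAPP mice carry mutant human amyloid precursor protein and presenilin transgenes and deposit amyloid plaques. LEM (30 mg/kg/day) or VEH was given from 9 months of age for 1 month. Live CD45loCD11b+ cells were sorted from cortex and hippocampus, and the cells of 5 mice of both sexes were pooled per treatment and sequenced as 1 10x Genomics 5′ library each. The authors aligned reads and counted UMIs with Cell Ranger 8.0.0 on the mm10 mouse transcriptome and deposited whole-number counts per gene and cell, which were used here without correction. The VEH library held 18374 cells and 116229678 counts, with a median of 5971 counts and 2559 genes per cell. The LEM library held 24392 cells and 160752298 counts, with a median of 6034 counts and 2601 genes per cell. The study states 43161 cells, and the table holds 42766, all of them within the stated cell filters.

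With 1 library per treatment there is no replicate, so no test of the treatment was made, and a difference between the libraries is a difference between 2 pools. Counts of a gene were summed over the cells of a library and divided by the library total (CPM), and the ratio of LEM to VEH is given on the log2 scale. Ranges in parentheses are exact 95% intervals, Poisson for summed counts and Clopper-Pearson for shares of cells, and cover counting error only. For shares of cells with a count, every cell was also thinned to 2000 counts, which left out 1305 VEH cells (7.10%) and 1215 LEM cells (4.98%) that were shallower. Choroid plexus-like cells (median 8151.5 counts) gave a level of free RNA for each gene, as an upper bound because droplets with microglial RNA are among them.

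The pooled mice could be parted by sex. Cells with *Xist* and no Y-linked count were called female, and cells with a count of *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty* and no *Xist* were called male. The VEH library held 5686 female and 9025 male cells (38.7% female, 37.9–39.4), and the LEM library 8409 and 11223 (42.8%, 42.1–43.5). With at least 2 counts required, the female shares were 42.4% and 46.1%. Female and male cells of a library come from different mice under the same treatment and preparation, so their difference gives a measure of how far pools of mice differ without a difference in drug.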

To characterize LEM-induced microglial changes, we profiled 43,161 cortical and hippocampal microglia from VEH- or LEM-treated PSAPP mice (9–10 months; five pooled per group) by scRNA-seq. Unsupervised analysis resolved 20 transcriptionally distinct clusters, including disease-associated microglia (DAM; clusters 6, 19), interferon-responsive microglia (cluster 9), proliferative populations (clusters 13, 15, 16), and border-associated macrophage-like cells (cluster 17); homeostatic markers were broadly expressed in clusters 0–5, 7–9, and 12–15 (Fig. 4A,B).

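The cells were clustered again in 1 round, without the first round of the methods, in Seurat 5.3.0 (2000 variable genes, k = 30, resolution 0.9) and no integration of the libraries, since the methods name none. The methods take the principal components for clustering from an elbow plot, without a number, and 20 for UMAP; 20 were chosen here for clustering. This gave 17 clusters, where the study shows 20, and their numbers and names need not match those of the study. A cluster was named only where at least 3 markers fixed before the data were examined were among its 20 leading genes by fold. Clusters 6 and 16 were DAM-like (leading genes include *Cst7*, *Lpl* and *Spp1*), cluster 9 interferon-like (*Ifit3*, *Isg15*, *Irf7*), cluster 12 proliferating-like (*Mki67*, *Top2a*, *Ube2c*) and cluster 15 BAM-like (*H2-Eb1*, *Cd74*, *Ms4a7*, *Mrc1*). Cluster 14, with 200 cells, was led by *Ttr*, *Enpp2* and *Clu* and was choroid plexus epithelium-like. The other 11 clusters carried no name and held 88.2% of VEH cells and 85.6% of LEM cells. Cluster 13, with 368 cells, held 59.0% Scrublet doublets and was kept.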

**Fig. 4:**
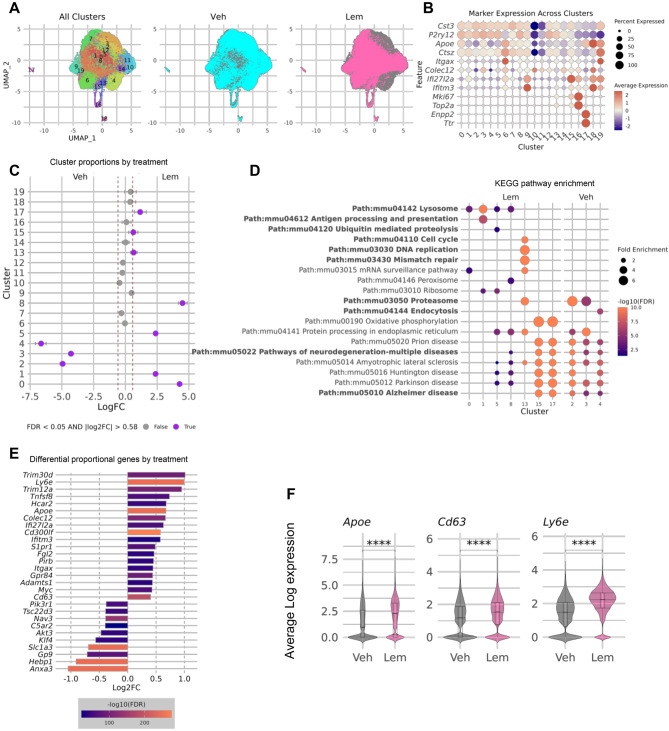
Single-cell transcriptomics reveal lemborexant-induced microglial state transitions. (**A**) UMAP visualization of 43,161 microglia resolved into 20 transcriptionally distinct clusters. (**B**) Expression of homeostatic, DAM, CD11c^+^, IFN-inducible, proliferative, and border-associated macrophage-like markers across clusters. (**C**) Cluster proportions by treatment; clusters 2, 3, 4 enriched in VEH; clusters 0, 1, 5, 8, 13, 15, 17 enriched in LEM. (**D**) Dot plot of select overrepresented KEGG pathways for VEH- or LEM-enriched clusters. (**E**) Select differentially proportional genes between VEH and LEM total microglial populations. **(F**) Log-average expression of select genes; *p < 0.0005 by Wilcoxon rank-sum test with FDR correction

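DAM-like cells made up 6.66% (6.31–7.03) of the VEH library and 6.90% (6.58–7.22) of the LEM library, a log2 ratio of shares of 0.05 (−0.06 to 0.16), with 0.22 (0.04 to 0.41) in female and −0.16 (−0.33 to 0.00) in male cells. Interferon-like cells made up 2.92% (2.68–3.18) and 4.21% (3.97–4.47), a log2 ratio of 0.53 (0.38 to 0.68). Fig. 4C shows about 0.5 for the interferon cluster of the study, read by eye. The methods of the study require a minimum fold-change of a cluster, which a log2 ratio of 0.53 does not reach. The DAM-like ratio moved most with 10 principal components (0.36), and the sign went both ways, as it was −0.14 at a resolution of 0.5. Genes that name these classes differ between the libraries, so both were also taken from clusters built without the genes that differ between female and male cells of one library, an alternative chosen after seeing the data. There the ratios were 0.11 for DAM-like and 0.59 for interferon-like cells. Interferon-like cells rose from 2.08% to 4.80% of female cells (log2 ratio 1.21) and from 3.46% to 3.75% of male cells (0.12, interval −0.10 to 0.33).

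Of the 11 unnamed clusters, 6 differed at least 2-fold in their share of the libraries. Clusters 3, 5 and 7 held 9459 VEH cells and 689 LEM cells, with log2 ratios of −4.13, −6.62 and −3.03. Each of the 6 clusters drew over 75% of its sexed cells from 1 sex (cluster 2, for example, was 93.9% female and cluster 7 5.45%), and together they held 65.7% of all cells. At a resolution of 0.5 such clusters held 31.4%. With 10 principal components they held 39.1%, and 1 of 3 drew over 75% of its sexed cells from 1 sex. When the clustering left out 241 variable genes that differ between the sexes of a library, 0% of cells lay in such clusters. When it left out as many random variable genes, 62.7% did. The random genes came from the other variable genes, unmatched on the size of their differences, so this contrast cannot part mice from treatment. The KEGG sets were not used here. Over genes of oxidative phosphorylation and of the proteasome, the median log2 ratio of the clusters mostly of LEM over those mostly of VEH was −0.04 (percentile 0 of 10000 random lists matched on expression) and −0.05 (percentile 0.0100). Over the other unnamed clusters the medians were 0.37 and 0.25, each at percentile 100. That reference includes clusters 8, 10 and 11, with medians of 1473, 2233 and 3986 counts per cell. Lysosomal genes were at percentile 100 over it too, so the comparison is not particular to these lists.

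**Figure D1:**
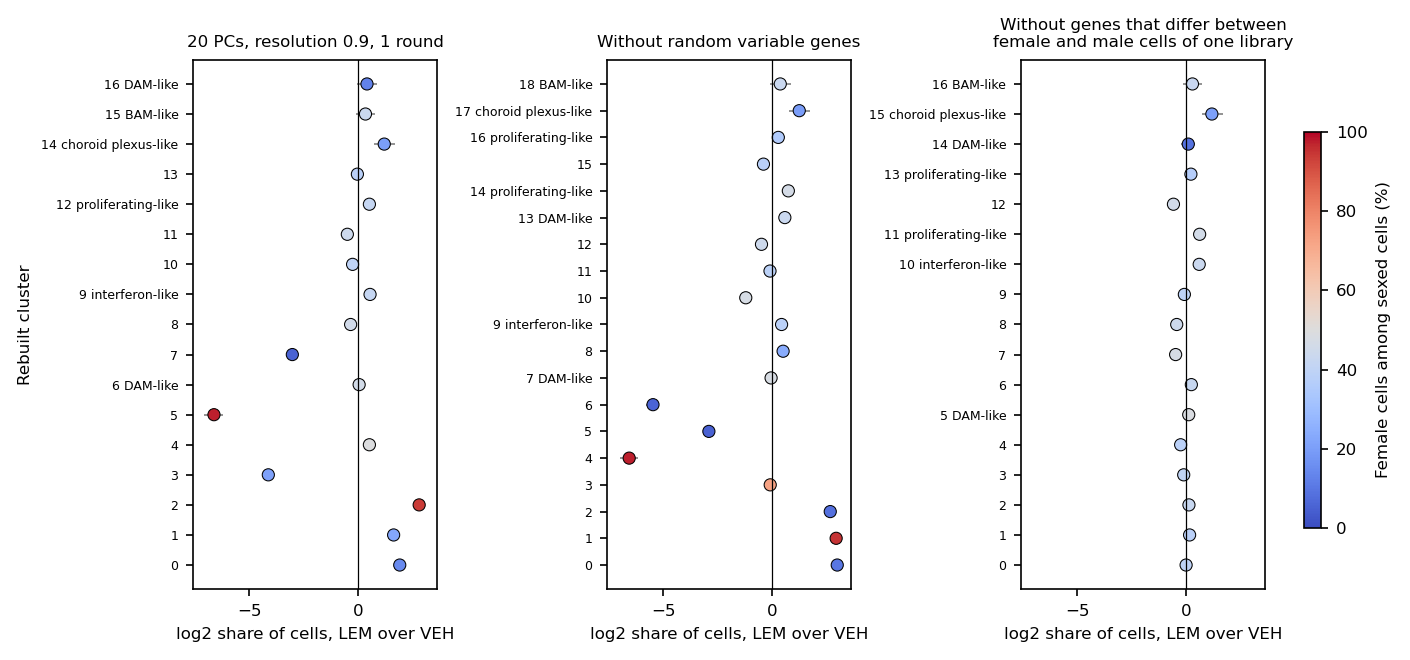
Log2 ratio of the share of LEM cells over the share of VEH cells (x axis) for each rebuilt cluster (y axis), with 20 principal components and a resolution of 0.9 in 1 round, without random variable genes, and without genes that differ between female and male cells of one library. Points are coloured by the percent of female cells among cells with a sex call, and bars, often smaller than the points, are 95% intervals that cover counting error only. The ratios run from −6.62 to 2.78 in that round and from −0.59 to 1.17 without the genes that differ between the sexes.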

Cluster-proportion analysis revealed no significant treatment effect on terminal DAM or IFN clusters, whereas homeostatic-like clusters 2, 3, and 4 were enriched in VEH-treated mice; markers from these clusters were over-represented in KEGG pathways linked to neurodegeneration, including AD (Fig. 4C,D). LEM markedly expanded clusters transcriptionally positioned between homeostatic and DAM states (clusters 0, 1, 5, 8), co-expressing both marker sets. 

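The rebuilt clusters 0, 1 and 2 held 15072 LEM cells and 2893 VEH cells, with log2 ratios of shares of 1.89, 1.61 and 2.78. Their cells had *P2ry12* at 4451 CPM, against 4733 CPM in the clusters mostly of VEH and 2596 CPM in DAM-like cells. *Apoe*, a leading gene of cluster 0, stood at 1744, 896 and 5121 CPM in the same order. By cluster it was 2556, 1565 and 695 CPM in clusters 0, 1 and 2, and 600, 641 and 1835 CPM in clusters 3, 5 and 7. Cluster 2 was mostly female and cluster 7 mostly male. *Cst7*, a known DAM gene outside those lists of the study, stood at 11.0, 8.83 and 877 CPM. Over the clusters mostly of VEH, the 10 DAM genes named in the text had a median log2 ratio of 0.33 and 14 known DAM genes not named in its text on DAM, Fig. 4 or Supp Fig. S8 had 0.24, each at percentile 100 of random lists. The 11 homeostatic genes named in the text had −0.09 (percentile 0.0650), and 21 known ones not named there or in Supp Fig. S9 had −0.01 (percentile 16.8). Over the other unnamed clusters, the medians of the 2 DAM lists were 0.48 (percentile 100) and 0.30 (percentile 99.3) in the clusters mostly of LEM, and 1.58 and 4.11 in DAM-like cells. Those of the 2 homeostatic lists in the clusters mostly of LEM were 0.07 (percentile 25.8) and 0.11 (percentile 15.3). The other unnamed clusters include shallow ones, and oxidative phosphorylation genes (0.37) were at percentile 100 over them as well.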

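Over the clusters mostly of VEH, the clusters mostly of LEM had a median log2 ratio of 0.07 over 62 lysosomal genes, above all of 10000 random lists matched on expression to the precision given (percentile 100). Over 40 genes of antigen processing and presentation the median was 0.04, at percentile 91.0. Over the other unnamed clusters, the clusters mostly of LEM had medians of 0.29 for the lysosomal genes and 0.27 for antigen processing and presentation, each at percentile 100. Oxidative phosphorylation (0.37) and proteasome genes (0.25) were at percentile 100 over the same clusters, which include shallow ones. That comparison therefore cannot single out lysosomal genes or genes of antigen processing and presentation. Between the whole libraries, 50 of the 62 lysosomal genes were higher in LEM (median 0.06), with a median of 0.07 in female and in male cells. For antigen processing and presentation, 25 of 40 genes were higher (median 0.01, percentile 63.6), and the sexes went apart, with 0.14 in female cells and −0.06 in male cells. The lists were written before the data were examined and share *B2m*, *Ctsd*, *Ctsz*, *Cd63* and *Cd68* with the 10 DAM genes of the text.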

Although canonical DAM gene upregulation in these clusters was modest, it was consistent and coupled to strong enrichment of antigen processing/presentation and lysosomal pathways (Fig. 4B–D), indicating a concerted shift toward an activated, phagocytic phenotype. 

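Proliferating-like cells made up 1.58% (1.41–1.77) of VEH cells and 2.25% (2.06–2.44) of LEM cells, a log2 ratio of shares of 0.50 (0.30 to 0.71). The ratio was 0.04 (−0.30 to 0.39) in female cells and 0.79 (0.48 to 1.09) in male cells. *Mki67* had 1462 counts in VEH and 1858 in LEM, a log2 ratio of −0.12 (−0.22 to −0.02), with −0.89 in female and 0.31 in male cells. *Top2a* had a log2 ratio of 0.19 (0.08 to 0.29), with −0.52 in female and 0.58 in male cells.

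BAM-like cells made up 0.376% (0.292–0.475) and 0.467% (0.386–0.561), a difference not detectable at this depth (log2 ratio 0.32, −0.13 to 0.77). Their cluster of 183 cells had *Mrc1* at 452 CPM and *Ttr* at 0.706 CPM. The choroid plexus-like cluster, with *Ttr* at 135484 CPM, *Enpp2* at 8743 CPM and *Mrc1* at 0.557 CPM, rose from 0.272% (0.202–0.359) to 0.615% (0.521–0.721), a log2 ratio of 1.18 (0.71 to 1.67). It had 8 choroid plexus markers and 0 BAM markers among its 20 leading genes, and the BAM-like cluster had 0 and 4. *Enpp2* and *Ttr* are the genes shown for the BAM-like cluster in Fig. 4B.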

LEM also increased proliferative microglia (clusters 13, 15) and border-associated macrophage-like cells (cluster 17) (Fig. 4C).

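*Apoe*, on chromosome 7 of GRCm38 from 19696109 to 19699188, had 165606 counts in VEH and 345739 in LEM (1425 and 2151 CPM), a log2 ratio of 0.59 (0.59 to 0.60). It was counted in 54.4% (53.7–55.1) of VEH cells and 73.2% (72.7–73.8) of LEM cells, and after thinning in 44.3% and 63.8%. The ratio was 0.49 in female and 0.70 in male cells. Within a library, female cells had less *Apoe* than male cells, by log2 ratios of −1.04 in VEH and −1.25 in LEM. The alternative that moved *Apoe* most, to 0.22, left out clusters of other cell types or with over 90% of cells from 1 library, and so dropped cells by their difference between the libraries.

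*Cd63* rose from 65.8% to 76.7% of cells (thinned, 42.7% and 53.1%), with a log2 ratio of CPM of 0.38, and *Gpr84* from 42.2% to 51.4% (thinned, 19.0% and 24.0%), with 0.41. Choroid plexus-like cells held a count of *Apoe* in 98.5%, of *Cd63* in 95.5% and of *Gpr84* in 44.5%. The first 2 genes are expressed in that epithelium as well, so these shares are no measure of free RNA for them. *Gpr84* in VEH cells, at 42.2%, was not above that level, and its change is read from the CPM. The CPM sums the same counts, so free RNA is not removed from it.

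The other DAM genes changed less. *Axl* had a log2 ratio of 0.31 (0.22 to 0.41, from 1516 and 2607 counts) and *Lyz2* of 0.30. *Ctsz* had a log2 ratio of 0.20, *Ctsd* 0.16, *Cd68* 0.08, *Tyrobp* 0.05 and *B2m* 0.03 (0.01 to 0.04). The 10 genes had a median of 0.25, with 0.26 in female and 0.15 in male cells. In male cells *B2m* was lower in LEM (−0.09) and *Tyrobp* did not differ (0.00). The 14 other known DAM genes had a median of 0.03, at percentile 68.7 of 10000 random lists matched on expression.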

Differential proportional analysis across clusters showed that LEM increased the fraction of microglia expressing DAM markers (*Apoe, Cd63, Gpr84*) while elevating average expression of additional DAM-related transcripts (*Cd68, Ctsz, Axl, B2m, Ctsd, Lyz2, Tyrobp*) (Fig. 4E,F; Supp Fig. S8A). Conversely, the proportion expressing homeostatic markers (*C5ar2, Gp9, Slc1a3*) declined, and several classical homeostatic genes (*Cst3, Jun, P2ry12, Bin1, Cx3cr1, Serinc3, Tgfbr1, Tmsb4x*) showed reduced average expression without proportional changes (Fig. 4E; Supp Fig. S9) [44, 45]. 

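*Slc1a3*, on chromosome 15 from 8634124 to 8710764, was counted in 86.2% of VEH and 79.3% of LEM cells (thinned, 73.4% and 58.0%), with a log2 ratio of CPM of −0.67 (−0.68 to −0.66). It was higher in LEM in female cells (0.41) and lower in male cells (−1.09), and female over male cells gave −1.45 in the VEH library and 0.05 in the LEM library. *Gp9* was counted in 20.1% and 13.6% of cells (log2 ratio −0.74) and *C5ar2* in 26.1% and 22.0% (−0.36), both lower in each sex. Choroid plexus-like cells held *Gp9* in 10.0%, *C5ar2* in 18.0% and *Slc1a3* in 60.0%.

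*Jun* had a log2 ratio of −0.21 and *Cst3* of −0.17. *Tgfbr1* (−0.08), *P2ry12* (−0.06), *Tmsb4x* (−0.05), *Serinc3* (−0.04), *Bin1* (−0.04) and *Cx3cr1* (−0.02) moved by less than 0.1. In female cells *Bin1* (0.02) and *Cx3cr1* (0.06) were higher in LEM. Each of these 8 genes was counted in at least 94.2% of the cells of both libraries. The median of the 11 genes was −0.08, with −0.04 in female and −0.08 in male cells. The list of 21 other known homeostatic genes had a median of 0.02, with 12 genes higher and 9 lower.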

The complete differentially proportional and expressed gene list is provided in the Supplementary File. 

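The gene list of that file was not used here. Fig. 4E was drawn from these same libraries, so like directions here are no separate support for it. All 28 genes labelled in Fig. 4E had the direction shown there, with a median log2 ratio of CPM of 0.55 in that direction, and 24 of them had it in both sexes. The others were *Slc1a3*, *Ifi27l2a*, *Trim12a* and *Trim30d*. *Tnfsf8* (0.70) and *Adamts1* (0.41) were higher in LEM, and *Anxa3* (−1.00), *Hebp1* (−0.92), *Nav3* (−0.38) and *Pik3r1* (−0.37) were lower, each in both sexes. Across all genes detected in at least 10% of cells and changed in the same direction in both sexes, *Adcy8* (2.04) and *Qpct* (1.93) were among the highest log2 ratios. *Tubb2b* (−2.09), *Pianp* (−2.07) and *Cfap77* (−1.83) were among the lowest. *Tubb2b* and *Tubb2a* are near-identical copies, so their single counts are uncertain. *Tubb2a* was lower too (−1.75), which a different division of reads between them alone would not give.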

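Of the phagocytosis genes, *Colec12* had a log2 ratio of CPM of 0.70 (0.64 to 0.76), *Hcar2* of 0.65, *Cd300lf* of 0.59, *Fgl2* of 0.50 and *S1pr1* of 0.49. With *Cd63* and *Gpr84*, the 7 genes were higher in LEM in each sex, with medians of 0.50 in female and 0.45 in male cells. A list of 36 known phagocytosis receptors and partners, written before the data were examined, had a median of 0.04, with 23 genes higher and 13 lower. The share of cells with *Cd300lf* rose from 42.4% to 59.3% (thinned, 19.5% and 28.6%) and that with *Hcar2* from 7.04% to 11.2% (thinned, 2.50% and 3.92%). Choroid plexus-like cells held these genes in 40.0% and 7.50%, so the VEH share of *Hcar2* was not above that level. Its change is read from the CPM, which can hold free RNA too.

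*Ly6e* rose from 75.5% to 92.3% of cells (thinned, 51.9% and 77.9%) and by a log2 ratio of 0.97, with 0.68 in female and 1.17 in male cells. Choroid plexus-like cells held *Ly6e* in 92.5%, more often than VEH cells did and more often than they held *P2ry12* (70.0%). The epithelium may express it, so that share may be no measure of free RNA for this gene. Its change is read from the CPM, which can hold free RNA too. *Ifi27l2a* rose by 0.62 over all cells, with 1.40 in female and −0.24 in male cells, and *Ifitm3* by 0.56, with 1.08 and 0.12. Reads of *Ifi27l2a* can be shared with its copy *Ifi27l2b*. Of 26 interferon-stimulated genes, 26 were higher in LEM in female cells (median 0.59) and 22 were lower in male cells (median −0.10).

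*Pirb* had a log2 ratio of 0.45, *Pilra* of 0.27, *H2-K1* of 0.25 and *H2-D1* of 0.20. *H2-K1* was higher in LEM in female cells (0.61) and not in male cells (−0.02). The shares of cells with a count were also higher in LEM, with 71.3% and 77.2% for *H2-K1*, 84.2% and 87.5% for *H2-D1*, 20.5% and 24.4% for *Pilra*, and 11.9% and 16.5% for *Pirb*. In choroid plexus-like cells these shares were 63.0%, 64.5%, 21.0% and 12.0%, so the VEH shares of *Pilra* and *Pirb* were not above that level and their change is read from the CPM. The H2 genes and *Pirb* have close copies, so their counts are uncertain.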

LEM also increased both proportion and average expression of genes associated with phagocytosis (*Cd300lf, Colec12, Cd63, Gpr84, Fgl2, Hcar2, S1pr1*) and interferon responses (*Ifi27l2a, Ifitm3, Ly6e*), whereas MHC-I markers (*H2–D1, H2–K1, Pilra, Pirb*) increased only in average expression level (Fig. 4E; Supp Fig. S8). 

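*Itgax* encodes CD11c. It was counted in 9.39% (8.97–9.82) of VEH and 13.8% (13.4–14.2) of LEM cells, and in 3.64% and 4.83% after thinning, with a log2 ratio of CPM of 0.37 (0.30 to 0.43). Its share rose from 9.60% to 11.5% of female and from 9.67% to 15.5% of male cells. Outside the named clusters its log2 ratio was 0.73 (0.63 to 0.83). *Colec12* was counted in 11.9% (11.4–12.4) and 20.3% (19.8–20.8) of cells, and in 5.16% and 8.43% after thinning. In the VEH library 3.13% of female and 17.8% of male cells held it, and in the LEM library 19.3% and 21.2%, so that its rise lay mostly in female cells (log2 ratio 2.70, against 0.23 in male cells). Both genes were counted together in 1.96% (1.76–2.17) of VEH and 3.66% (3.42–3.90) of LEM cells, where independent detection would give 1.12% and 2.80%. Choroid plexus-like cells held *Itgax* in 10.0% and *Colec12* in 15.5%, at a higher median depth. The VEH shares were not above that level, and the changes are read from the CPM, which can hold free RNA too.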

LEM elevated the CD11c+ population marked by *Itgax* and *Colec12* (Fig. 4E; Supp Fig. S8F), previously linked to developmental myelinogenesis and lysosome-rich phagocytes [46–48]. Cytokine and chemokine transcripts remained largely stable, with modest increases in *Il1a, Il1b, Il6, Il18*, and *Ccl5* and decreases in *Il15, Tnf*, and *Ccl12* (Supp Table T1).

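Of the 24 genes of Supplementary Table T1, 19 had counts above the floor of 3 counts in both libraries, and 11 of these had a log2 ratio of CPM under 0.2 in size. The highest was *Ccl5*, with 2.54 (2.33 to 2.75) from 209 and 1680 counts in 0.473% and 1.22% of cells, and the lowest *Ccl7*, with −0.35. *Il6* rose by 0.28 (0.19 to 0.38), *Il1b* by 0.27 (0.13 to 0.41), *Il18* by 0.14 and *Il1a* by 0.10. *Il6* went up in female cells (0.98) and down in male cells (−0.20). *Il15* had a log2 ratio of −0.26 (−0.31 to −0.21). *Tnf* had −0.07 (−0.13 to −0.02), with 0.48 in female and −0.53 in male cells. For *Ccl12* a difference was not detectable at this depth (−0.01, −0.03 to 0.01), with 31605 and 43518 counts.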

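Female and male cells of each library were set beside the difference between the libraries. Over 7233 autosomal genes detected in at least 10% of cells, the SD across genes of the log2 ratio of LEM over VEH was 0.159 in all cells, 0.225 in female and 0.201 in male cells. The SD of the ratio of female over male cells, which compares mice under 1 treatment, was 0.207 in VEH and 0.154 in LEM. Across genes, which are not independent replicates, the LEM over VEH ratios of the sexes had Pearson's r of 0.27 and Spearman's rho of 0.16. The female over male ratios of the 2 libraries had r of 0.00 and rho of 0.05. Of the 28 genes labelled in Fig. 4E, 10 had a LEM over VEH ratio in each sex that was larger than their female over male ratio in either library. *Cd63*, *Gpr84*, *Hcar2*, *Ly6e* and *Hebp1* were among them. In the VEH library alone, the median size of the female over male log2 ratio was 0.31 over the 27 autosomal genes of Fig. 4E, where random genes matched on expression gave 0.05 to 0.12. These comparisons with the sexes of a library were chosen after seeing the data.

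**Figure D2:**
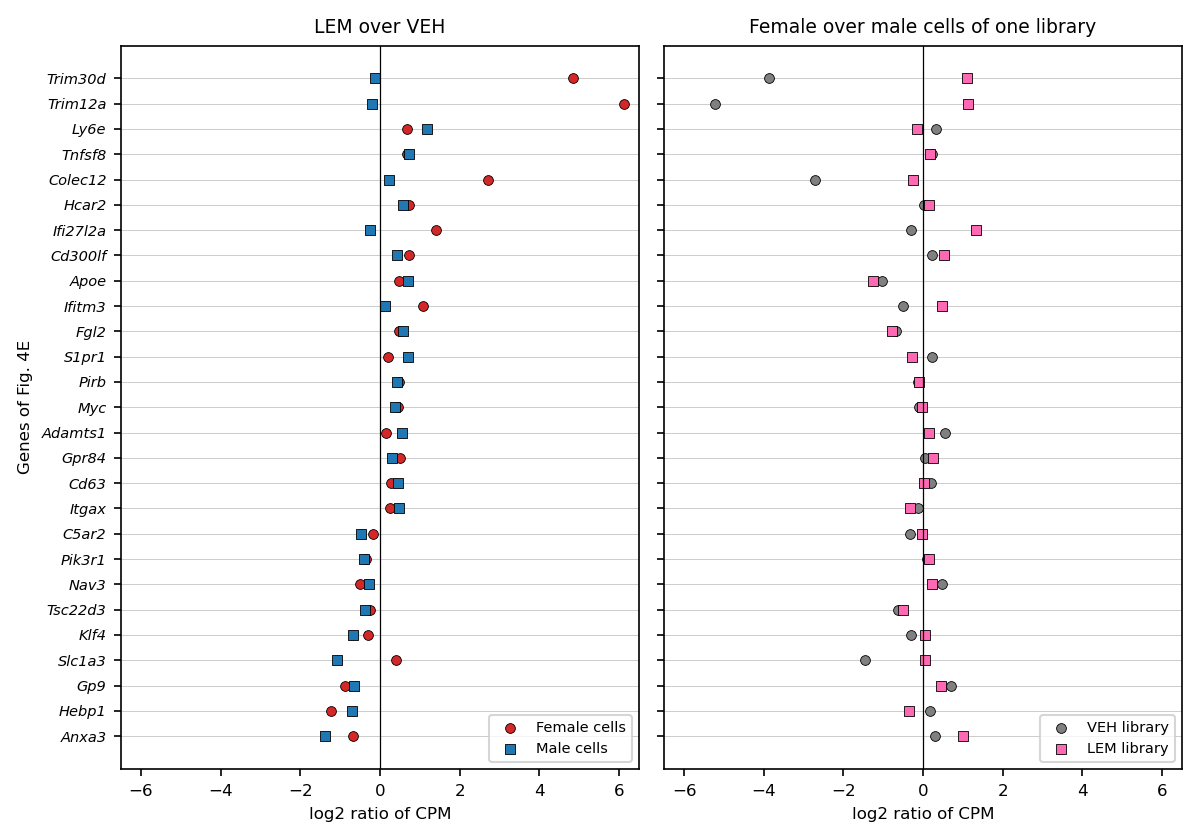
Log2 ratio of CPM of genes labelled in Fig. 4E, with 1 gene per line of the y axis. On the left, LEM over VEH in female cells (circles) and in male cells (squares); on the right, female over male cells in the VEH library (circles) and in the LEM library (squares). *Trim12a* runs from −0.21 in male to 6.13 in female cells, and its female over male ratio from −5.22 in VEH to 1.13 in LEM.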

We acknowledge that treating individual cells as independent observations may inflate statistical power, particularly for genes without proportional differences. Nonetheless, key scRNA-seq findings were validated histologically: LEM increased *Cd68* transcript levels (Supp Fig. S8A) and peri-plaque CD68 protein expression (Figs. 2A,B and 3F,G). 

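*Cd68*, on chromosome 11 from 69664213 to 69666153, had 118201 counts in VEH and 172534 in LEM, or 1017 and 1073 CPM (log2 ratio interval 0.07 to 0.09). It was counted in 91.2% (90.7–91.6) of VEH and 93.4% (93.1–93.8) of LEM cells, and in 78.9% and 81.5% after thinning. The log2 ratio was 0.00 (−0.01 to 0.02) in female cells and 0.11 (0.09 to 0.12) in male cells. Female cells had more *Cd68* than male cells within each library, by 0.22 in VEH and 0.11 in LEM. The histology has no counts in this table.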

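*P2ry12*, on chromosome 3 from 59216272 to 59262871, had 498278 counts in VEH and 659491 in LEM, or 4287 and 4103 CPM. It was counted in 98.7% and 98.4% of cells, and in 98.4% and 98.5% after thinning. Its log2 ratio was −0.08 in female and −0.03 in male cells. Outside the named clusters, *Apoe* had a log2 ratio of 0.74 and *P2ry12* kept −0.06. *Apoe* was counted in 40.4% of female and 62.2% of male VEH cells, and in 55.4% and 84.8% of LEM cells. The libraries hold all sorted microglia, so plaque-associated cells were not measured apart.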

Age-dependent shifts in peri-plaque P2RY12 and APOE expression mirrored transcriptional changes in older mice (Fig. 4F; Supp Fig. S9). In younger mice (3/3.5–4.5/5 months; Fig. 1A), LEM modestly elevated P2RY12 and robustly increased APOE (Fig. 5A,B), whereas in older mice (9–10 months; Fig. 3A), LEM reduced P2RY12 while maintaining elevated APOE (Fig. 5C,D). Together, these data support a LEM-induced shift toward a DAM-like microglial phenotype.

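In the single-cell data, 58 genes have a direction stated in the text, in Fig. 4E or in the supplementary figures and table. The paper took these directions from the same libraries, of which each sex is a part, so like directions here are no separate support. By sign alone, all 58 had that direction between the libraries, with an interval that includes 0 for *Ccl12*, and 45 had it in both sexes. In female cells 54 did and in male cells 49. The median log2 ratio in the stated direction was 0.34, with 0.26 in female and 0.22 in male cells, and the median of the larger female over male ratio of the 2 libraries was 0.26. From the higher share and level of DAM genes and the lower level of homeostatic genes in these libraries, together with the peri-plaque immunostaining of APOE and P2RY12, the paper states that the data support a shift toward a DAM-like phenotype under LEM.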

**Fig. 5:**
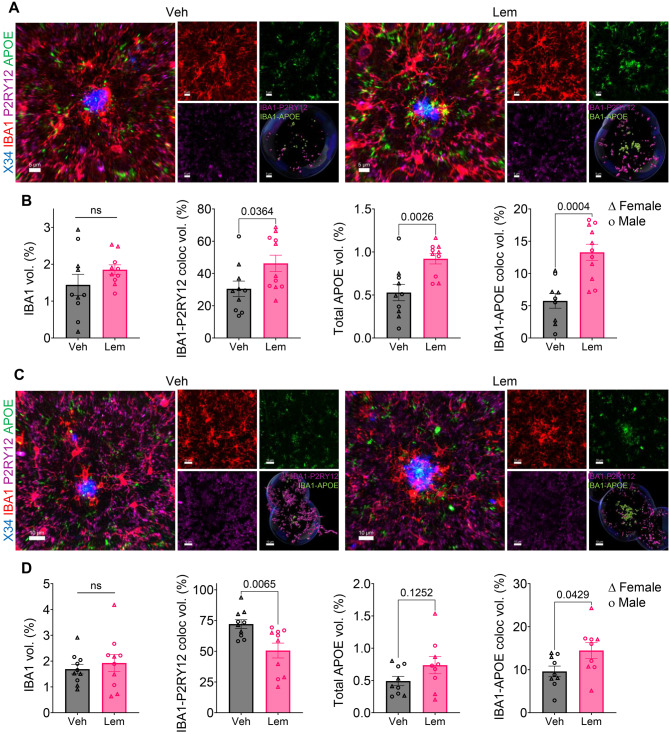
Immunofluorescent validation of lemborexant-induced microglial phenotype shifts. (**A–B**) Representative confocal images and quantification of peri-plaque microglial P2RY12 and APOE in PSAPP mice treated from 3/3.5 to 4.5/5 months of age (timeline in Fig. 1A). (**C–D**) Representative confocal images and quantification of peri-plaque microglial P2RY12 and APOE in PSAPP mice treated from 9 to 10 months of age (timeline in Fig. 3A). Data are mean ± SEM; exact *p* values shown in graphs

### Microglial depletion abolishes lemborexant’s anti-amyloid effects

To determine whether microglia are required for LEM’s effects on plaque dynamics, we depleted microglia in 8.5-month-old PSAPP mice using the CSF1R antagonist PLX3397 [49, 50] and repeated our 30-day plaque growth assays. PLX3397 could not be used in younger mice, as it selectively inhibits early plaque formation [51, 52]. PLX3397 treatment began 14 days before MX-04 timestamping at 9 months, followed by daily VEH or LEM for one month (Fig. 6A). PLX3397 dramatically reduced IBA1+ microglial density, though a subset—particularly peri-plaque microglia—persisted, consistent with reports that fully activated/DAM-like microglia are less CSF1R-dependent for survival [53, 54]. The expanded proliferative microglial population observed after LEM treatment in our scRNA-seq data (Fig. 4B,C) may also confer survival advantage under PLX3397 (Fig. 6B,C).

**Fig. 6:**
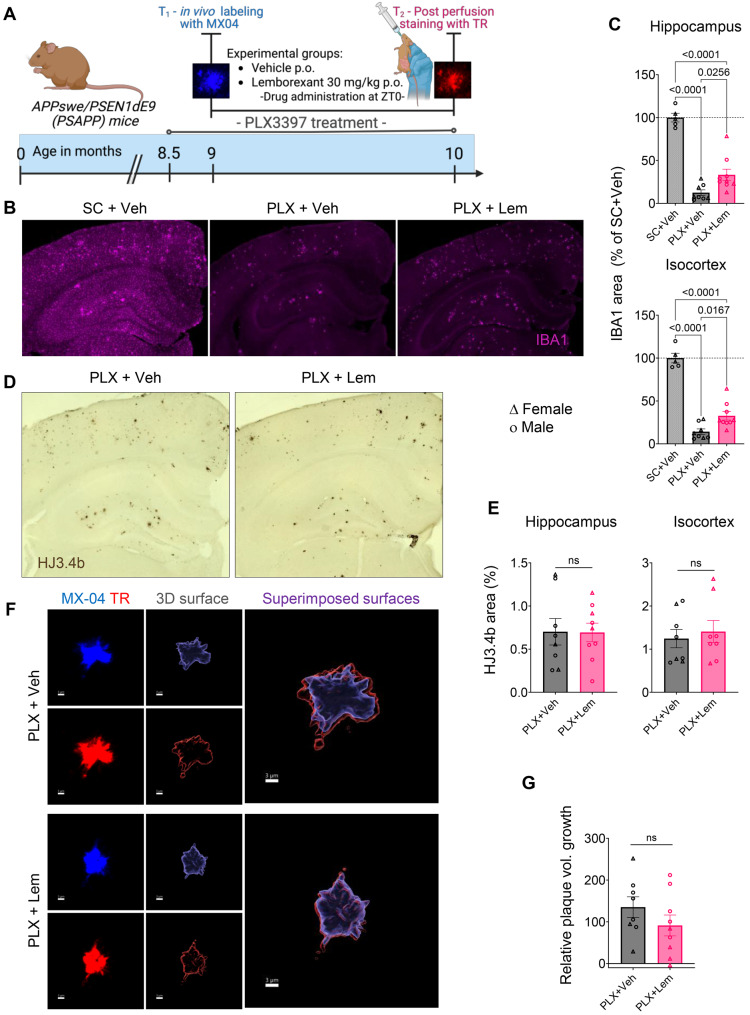
Microglial depletion abolishes the anti-amyloid effects of lemborexant. (**A**) Experimental timeline and dosing scheme. (**B–C**) Verification of microglial depletion: representative images and quantification of IBA1+ immunofluorescence after PLX3397 treatment. (**D–E**) Representative images and quantification of total plaque burden (HJ3.4b) in VEH and LEM groups under PLX3397. (**F–G**) Representative MX-04/thiazine red reconstructions and quantification of plaque core growth after microglial depletion. Data are mean ± SEM; exact *p* values shown in graphs

At 10 months, plaques were labeled with thiazine red and growth measured by subtracting MX-04 from thiazine red volume. Total plaque burden by HJ3.4b IHC did not differ between VEH- and LEM-treated groups under microglial depletion (Fig. 6D,E), and LEM showed no significant effect on plaque growth, though a non-significant trend toward reduced growth was noted (Fig. 6F,G). These findings demonstrate that microglia are essential for LEM’s protective effects against amyloid pathology while suggesting additional contributing mechanisms.

## Discussion

Aβ accumulation is the earliest detectable hallmark of AD, emerging 15–20 years before clinical symptoms in both sporadic [55, 56] and autosomal dominant forms [57]. The rate of Aβ deposition reliably predicts cognitive decline [58], defining a critical window between biomarker detection and symptom onset. Recent trials demonstrate that early anti-Aβ interventions can decelerate cognitive and functional decline in mild cognitive impairment or early AD [59], and long-term gantenerumab therapy in presymptomatic individuals identified by amyloid PET achieved approximately 50% reduction in dementia progression [60]. Prevention of plaque formation or slowing of plaque growth in the preclinical phase is thus a promising therapeutic strategy.

Sleep is increasingly recognized as vital to brain homeostasis, with chronic disturbances contributing to AD pathogenesis [61]. In PSAPP mice, chronic sleep deprivation or fragmentation accelerates plaque growth [4, 11]. Sleep enhances glymphatic function, and sleep deprivation impairs clearance of amyloid PET tracer [62] or MRI contrast in healthy adults [63]. Even a single night of sleep deprivation can increase Aβ42 production and elevate CSF Aβ42 in healthy middle-aged adults [6, 64], and selectively disrupting slow-wave sleep is sufficient to raise CSF Aβ levels [65]. These findings implicate sleep quality as a modifiable risk factor for AD and suggest that restoring sleep architecture—particularly slow-wave sleep—may mitigate amyloid accumulation [66].

Central to sleep regulation are the orexin neuropeptides—orexin-A and orexin-B—derived from prepro-orexin [12] and acting through OX1R and OX2R [14]. Beyond their roles in feeding and energy homeostasis [14], orexins modulate reward-seeking [67], addiction [68], and sleep–wake regulation [13, 69]. The orexin system is conserved across rodents and humans, with OX1R preferentially binding orexin-A while OX2R binds both peptides with similar affinity [70]. In PSAPP mice, disruption of orexin signaling alters sleep–wake rhythms and Aβ dynamics, linking orexin signaling to sleep homeostasis and amyloid pathology [4, 71].

Genetic deletion of orexin mitigates amyloid plaque formation in AD mouse models [15], and acute suvorexant treatment lowers CSF Aβ42 in healthy humans [18], supporting orexin receptor antagonism as a therapeutic strategy. However, the efficacy of FDA-approved DORAs and mechanisms in AD models have remained unclear. Our findings address this gap: lemborexant (LEM) robustly suppressed plaque formation and slowed plaque growth in PSAPP mice, outperforming the non-DORA hypnotic doxepin (DOX) across multiple measures.

LEM increased sleep by both piezoelectric monitoring and polysomnography. However, the piezoelectric system overestimated sleep compared to EEG/EMG, particularly in DOX-treated mice. By EEG/EMG, LEM significantly increased total and non-REM sleep across the rest phase, whereas DOX increased total sleep only immediately after dosing and again mid-active phase without affecting REM or NREM—suggesting DOX promotes quiet wakefulness rather than deep sleep, consistent with its antihistaminic sedative profile. Because LEM produced greater physiological sleep enhancement than DOX, we cannot conclude that its stronger anti-amyloid effects reflect sleep-independent mechanisms. Rather, LEM’s benefits may stem from its ability to promote NREM sleep. Whether orexin signaling influences amyloid pathology independently of sleep remains to be determined, but our data support a model in which orexin receptor antagonism confers benefit at least partly through enhanced microglial phagocytic function.

Despite this limitation, prior studies suggest DORAs may modify AD-related pathology in ways that non-DORA agents do not. In P301S tauopathy mice, LEM prevented tau accumulation whereas zolpidem did not [72]. In humans, suvorexant reduced CSF Aβ while sodium oxybate failed to do so [6, 18]. These findings, together with ours, raise the possibility that orexin receptor antagonism exerts disease-modifying effects beyond generalized sleep promotion, though direct comparison at equivalent sleep enhancement will be needed to isolate sleep-independent mechanisms.

Long-term LEM administration initiated before plaque onset reduced both fibrillar and diffuse Aβ deposition in a dose-dependent manner, consistent with prior studies using almorexant in PSAPP mice [4]. By contrast, DORA-22 failed to reduce plaques in the aggressive 5XFAD model despite enhancing sleep [73], possibly due to rapid plaque kinetics or later treatment initiation. In mice with established pathology, LEM reduced diffuse plaque burden and slowed mature plaque growth by ~50% using MX04 timestamping.

The amyloid hypothesis has evolved to integrate neuroimmune interactions, with microglia emerging as critical modulators of plaque dynamics [74, 75]. Microglia continually survey the brain parenchyma and assume distinctive states that shift over time [27, 76]. Around amyloid plaques in both humans and AD mice [22, 24, 60], microglia display phenotypes that transition from early proliferative/phagocytic states to later pro-inflammatory states, suggesting that directed phenotypic modulation may alter disease trajectories [44, 77–81]. In PSAPP mice, peri-plaque microglia proliferate and upregulate CD68 without broad inflammatory gene induction [42], features mirrored in APP23 mice [40] that likely reflect an early protective response. We found that LEM amplified this protective microgliosis, increasing peri-plaque CD68 expression and Aβ uptake in vivo (Fig. 2). Notably, chronic optogenetic stimulation of cortical GABAergic interneurons also enhances sleep and reduces plaques by driving microglial phagocytosis in PSAPP mice [82], further linking sleep regulation to microglial function. LEM’s effect on CD68 was replicated when treatment began after moderate plaque accumulation (Fig. 3), and single-cell transcriptomics revealed an expanded proliferative microglial population (Fig. 4).

Single-cell analysis showed that although terminal DAM and IFN-induced clusters remained largely unchanged, LEM induced a broader transition toward DAM-like states through modest but consistent marker upregulation within LEM-enriched clusters. Differential analysis confirmed increased fractions of cells expressing DAM markers (*Apoe*, *Cd63*, *Gpr84, Itgax*) and decreased fractions expressing homeostatic genes (*C5ar2*, *Gp9*, *Slc1a3*). Additional DAM-associated genes (*Cd68*, *Ctsz*, *Axl*, *B2m*, *Ctsd*, *Lyz2*, *Tyrobp*) increased in expression without proportional changes, while homeostatic transcripts (*Cst3*, *Jun*, *P2ry12*) decreased—consistent with a shift from resting to activated states [44]. Given that PSAPP mice accumulate plaques more gradually than aggressive models [20, 44, 83], these shifts are expectedly subtle. LEM also expanded a CD11c^+^ subset (*Itgax*, *Colec12*) linked to developmental myelination and lysosome-rich phagocytic activity [46–48]. Several phagocytosis-related genes increased in both expression and cell fraction (Fig. 4E; Supp Fig. S8), notably Hcar2—the niacin receptor critical for microglial Aβ clearance [84]—and Fgl2, whose plasma levels inversely correlate with amyloid accumulation [85]. Interferon-inducible genes (*Ifi27l2a, Ifitm3, Ly6e*) similarly increased, whereas MHC-I components (*H2–D1*, *H2–K1*) rose only in expression level (Fig. 4; Supp Fig. S8). Cytokine and chemokine transcripts remained stable, maintaining a non-inflammatory profile (Supp Table T1). Selective MHC-I upregulation suggests possible engagement of adaptive immunity, potentially involving CD8+ T cells, though this remains speculative and warrants future investigation [86].

Recent work indicates microglia actively influence plaque dynamics throughout disease, with distinct phenotypes contributing differently to progression. Notably, homeostatic microglia appear essential for plaque initiation [52]. Our findings show LEM elicits stage-specific responses: in young mice, microglia adopted a transitional state with high co-expression of P2RY12 and APOE, correlating with reduced plaque initiation; in aged mice, LEM promoted a greater phenotypic shift marked by decreased P2RY12 and sustained APOE expression (Fig. 5).

To test whether microglia are required for LEM’s effects, we employed PLX3397-mediated depletion. Microglial removal abrogated LEM’s capacity to slow plaque growth (Fig. 6), confirming microglia as essential mediators, though a non-significant trend toward reduced growth suggests additional microglia-independent mechanisms.

The mechanisms underlying LEM-induced microglial changes remain unclear. Although orexin is not widely recognized as a neuroinflammation regulator, sparse literature suggests interactions between orexin signaling and microglial function. Microglia upregulate OX1R following LPS treatment in vitro and stroke in vivo [87], and orexin treatment in BV2 cells can inhibit Aβ phagocytosis and impair autophagic flux [88]. However, in our BV2 experiments, neither orexin-A nor LEM directly affected phagocytosis, supporting the hypothesis that LEM’s microglial effects are indirect—potentially through improved sleep [82], or interactions with other cell types, particularly neurons. Cell-type-specific deletion of OX1R and OX2R in AD models will be needed to address this definitively.

From a translational perspective, DORAs offer practical advantages over traditional sedative-hypnotics: they produce less next-day sedation, fewer falls, and reduced cognitive impairment compared to benzodiazepines and antihistamines [89]. DOX, while effective at increasing piezoelectric-measured sleep duration, induced sedation during the active phase—a profile that may limit its utility in older adults at risk for falls. LEM’s selective enhancement of true sleep without active-phase sedation positions DORAs as attractive candidates for long-term use in early AD. This is particularly relevant given that AD can be diagnosed at preclinical or early symptomatic stages based on amyloid biomarker positivity, and emerging evidence suggests amyloid accumulation beyond a critical threshold precipitates cognitive decline [56]. DORAs may therefore be most beneficial in individuals with early amyloid pathology, where slowing accumulation over years could delay progression toward this threshold.

In summary, LEM exerts potent anti-amyloid effects by augmenting microglial phagocytic and DAM-like phenotypes without inciting overt neuroinflammation. These data support the concept that immunomodulation, rather than broad immunosuppression, may offer an effective therapeutic approach for AD [90], and position DORAs as promising therapeutics that leverage sleep regulation and neuroimmune interplay.

## Conclusion

Our findings demonstrate that lemborexant, an FDA-approved DORA, prevents amyloid plaque formation in young PSAPP mice and slows plaque growth in mice with established pathology—effects that exceed those of the comparator sleep medication doxepin. Although both drugs increased total sleep by piezoelectric monitoring, only lemborexant enhanced NREM sleep by EEG, prevented fibrillar plaque accumulation, and slowed growth of existing plaques. Mechanistically, lemborexant amplified microglial CD68 expression, enhanced Aβ phagocytosis, and promoted a transcriptional shift toward an activated, DAM-like phenotype without inducing overt inflammation. Microglial depletion abolished these benefits, establishing microglia as essential mediators. Because lemborexant also increased NREM sleep more effectively than DOX, its microglial and anti-amyloid effects may be downstream of improved sleep quality. These findings position DORAs as promising therapeutics for early AD, uniquely coupling physiological sleep promotion with beneficial microglial modulation.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The scRNAseq dataset is freely available on the NIH GEO website under accession number GSE312840.

# Supplementary material for: Dual orexin receptor antagonism with lemborexant enhances microglial clearance of β-amyloid in mice
**Source:** Mol Neurodegener. 2026 May 22;21:28. doi: 10.1186/s13024-026-00948-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Supplementary Figures & Table

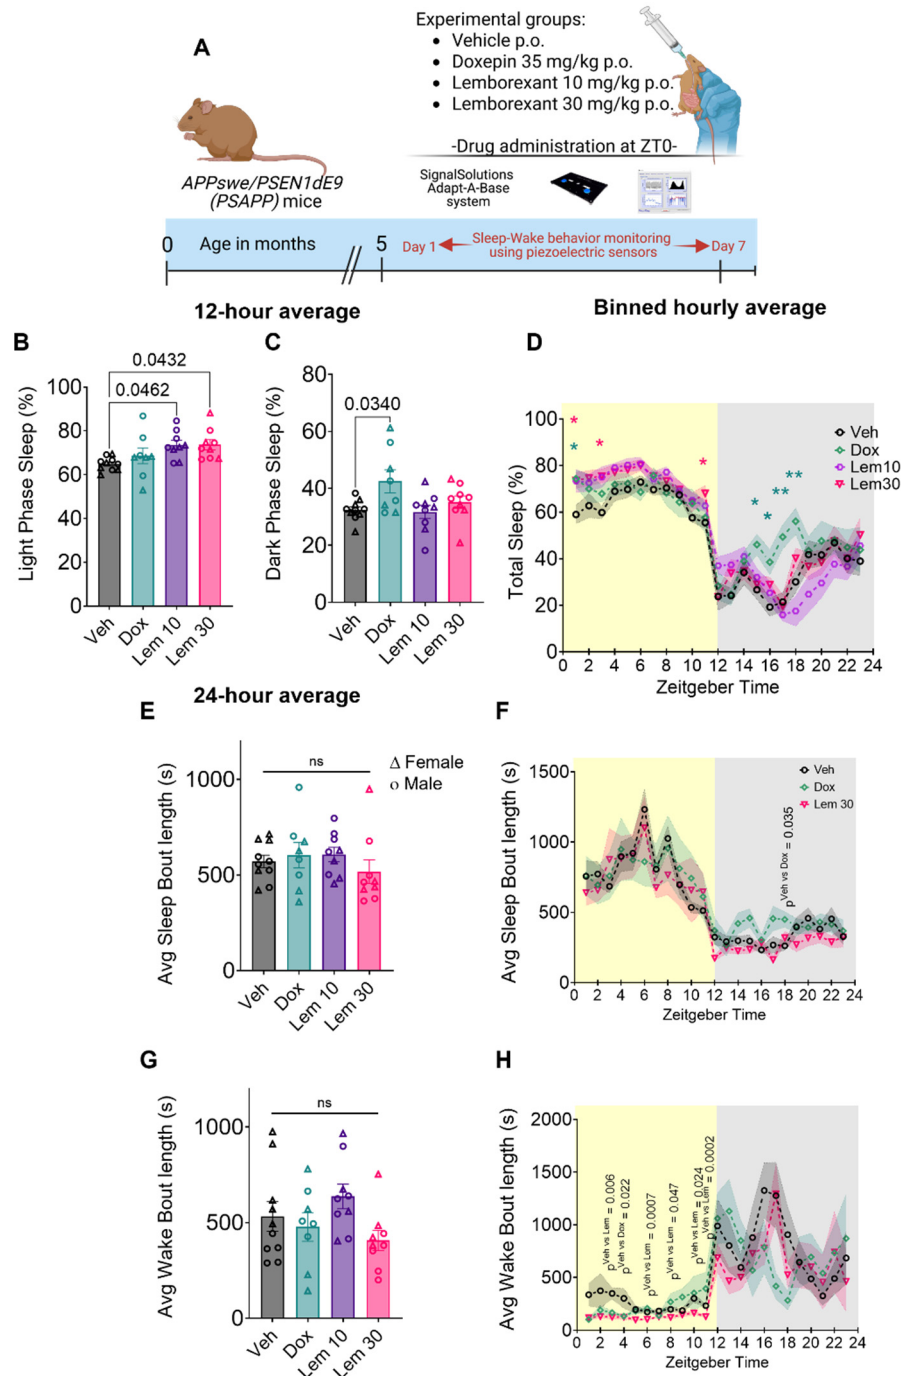

**Supplementary Figure S1. Additional Sleep/wake metrics.** (A) Sleep recording timeline and dosing scheme. (B–C) Phase-specific average percent sleep. (D) Circadian hourly binning of percent sleep for VEH, DOX, LEM10, and LEM30. (E–H) Average sleep and wake bout lengths (E,G), and circadian binning (F,H) (mean  $\pm$  SEM; significant P values indicated). Each circle indicates one male mouse, each triangle one female.

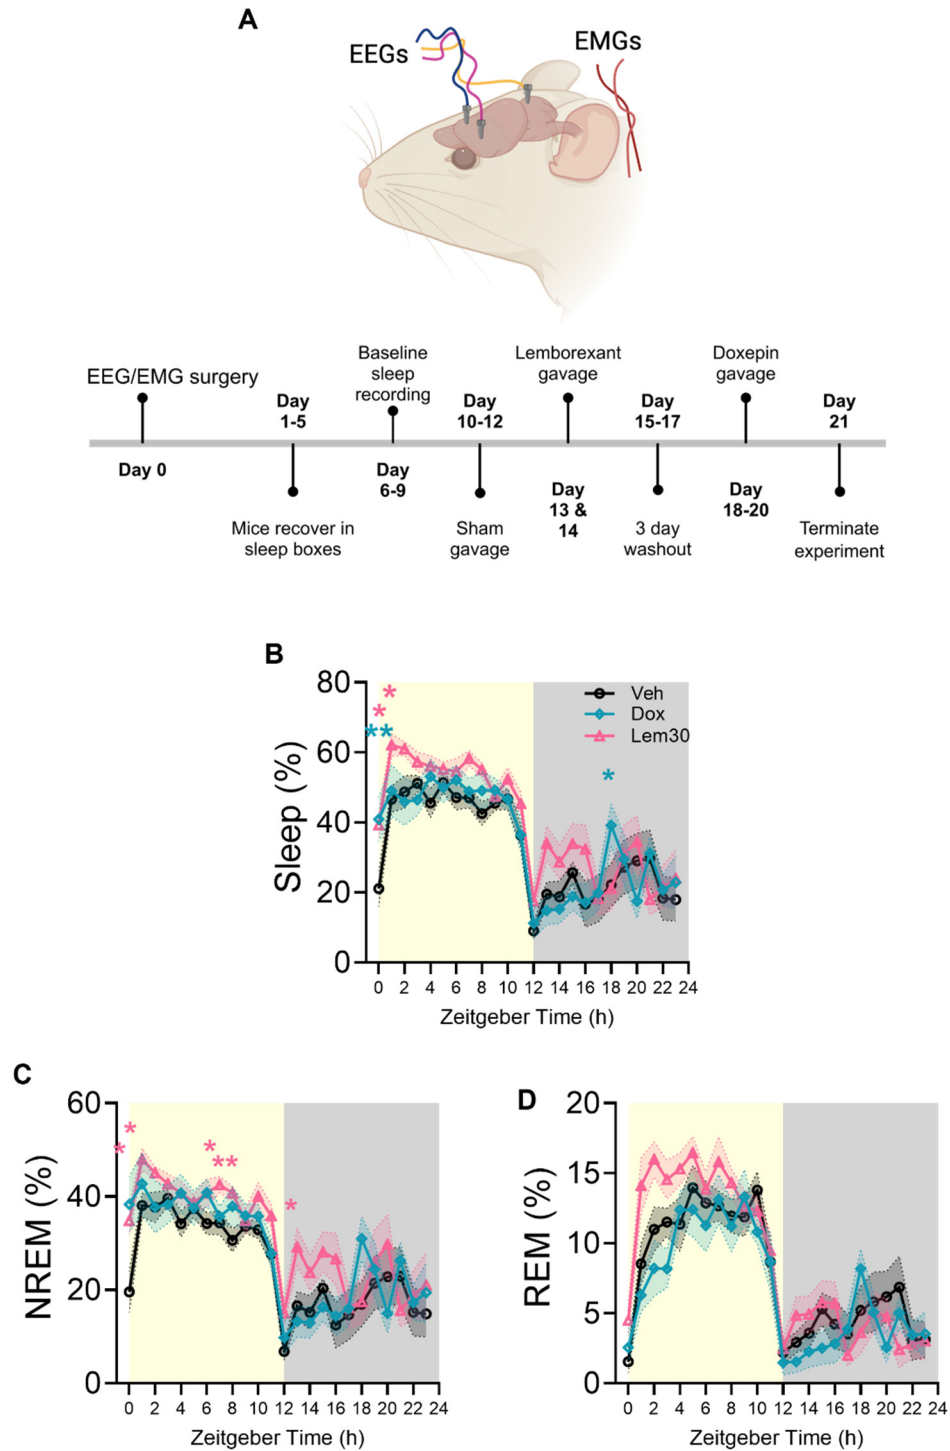

**Supplementary Figure S2. EEG/EMG validation Sleep/wake metrics.** (A) Stereotactic surgery, dosing and sleep recording timeline. (B–D) Circadian hourly binning of percent total sleep (B), non-REM sleep (C), and REM sleep (C). (mean  $\pm$  SEM; 2-Way ANOVA with Tukey's multiple comparison test, \* $P < 0.05$ , \*\* $P < 0.01$  compared to VEH).

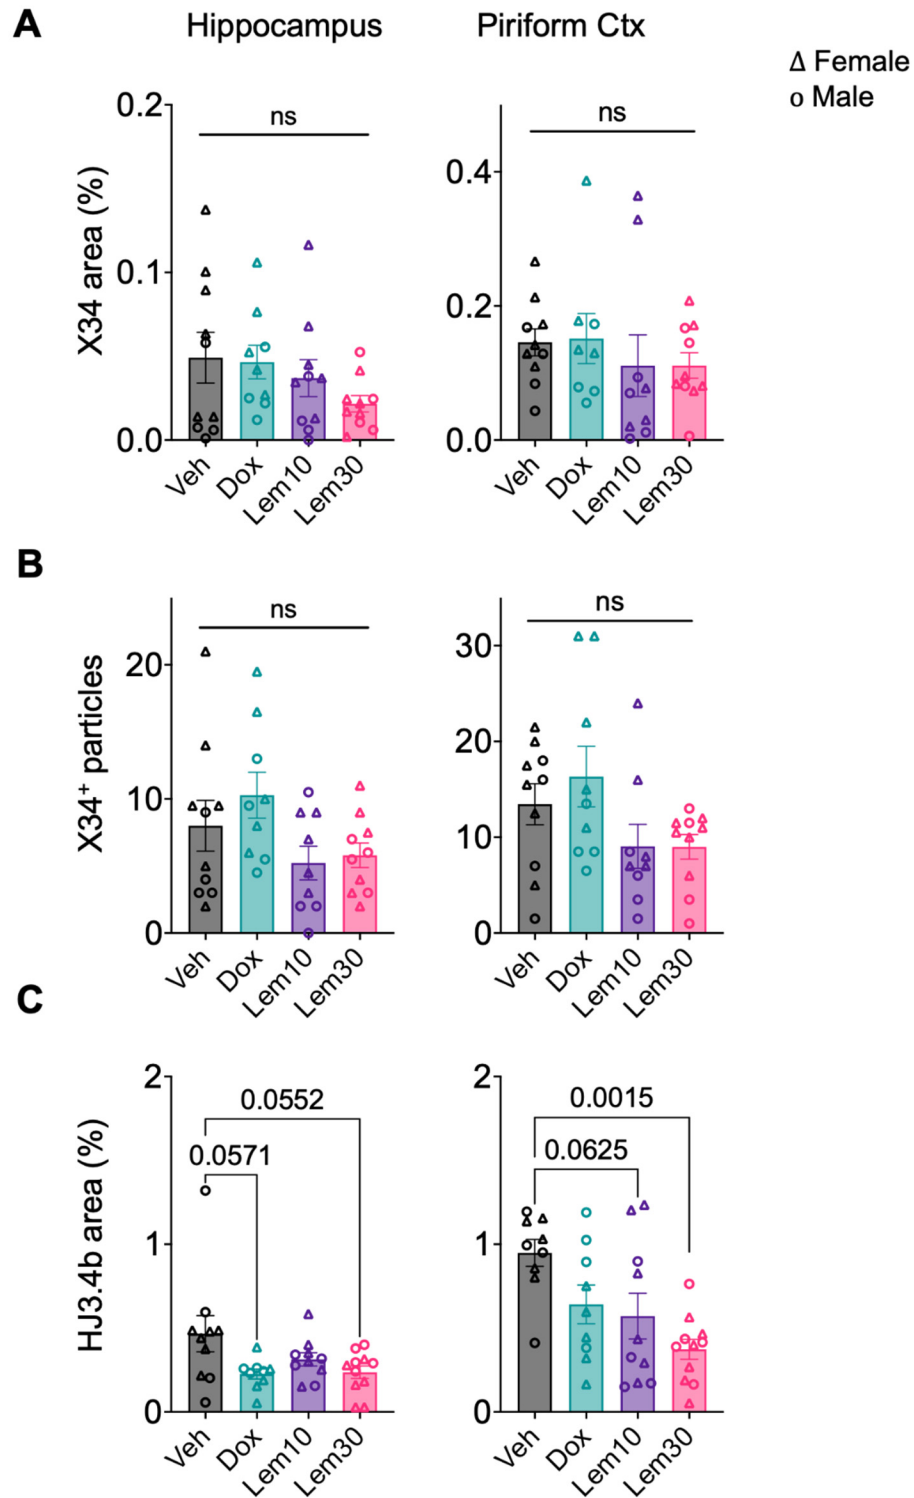

**Supplementary Figure S3. Regional plaque analysis.** Plaque burden in hippocampus and piriform cortex, by X34 % area (A), X34<sup>+</sup> particles (B), and HJ3.4b % area (C). Mean ± SEM is shown; significant P values indicated. Additional data from experiments in main Figure 2.

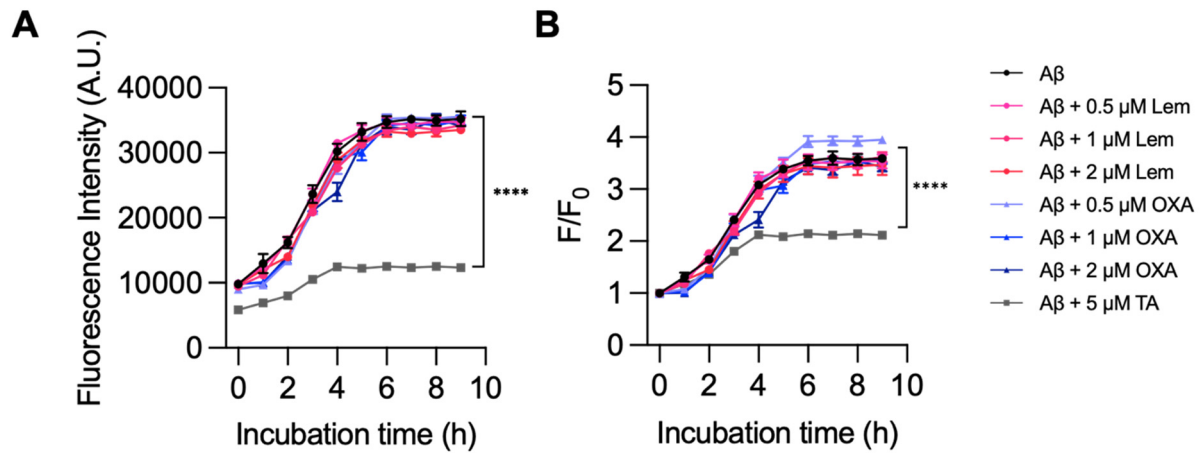

**Supplementary Figure S4. Cell free amyloid aggregation assay.** (A) Fluorescence intensity curve with thioflavin T (ThT) incubated with A $\beta$  with or without varying concentrations of LEM or orexin-A (OXA). ThT-treated A $\beta$  with 5  $\mu$ M of tannic acid (TA) was used as a positive control to inhibit A $\beta$  aggregation. Each dot represents the mean intensity from independent technical triplicates at each time point (Mean  $\pm$  SEM, two-way ANOVA with Dunnett's multiple comparison, \*\*\*\*P < 0.001). (B) ThT fluorescence reported as fold change over baseline fluorescence intensity at 0h time point (F/F<sub>0</sub>).

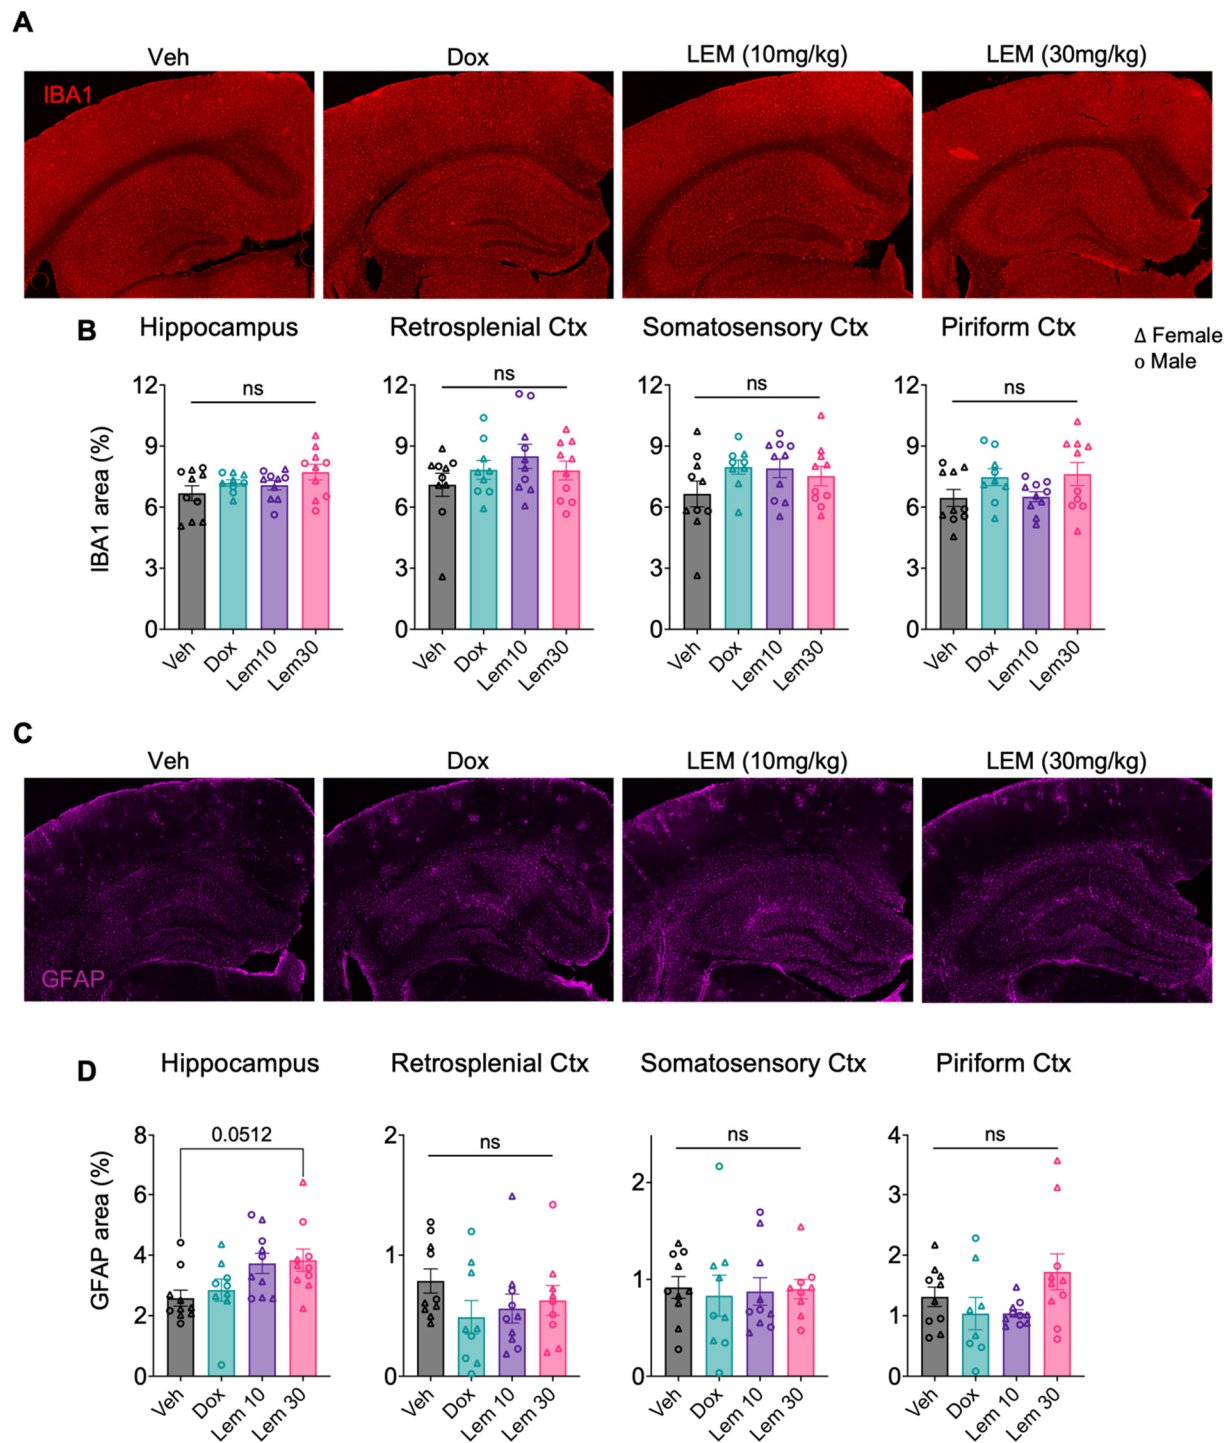

**Supplementary Figure S5. Glial activation analysis.** PSAPP mice were treated with veh, LEM, or DOX as in main Figure 2. (A–B) IBA1 immunoreactivity (% area) across four brain regions; no significant treatment differences were observed. (C–D) GFAP immunoreactivity across four brain regions; no significant treatment differences were observed. In all panels, mean  $\pm$  SEM is shown, P values are listed if  $P < 0.1$ , other n.s. (not significant) and are from one-way ANOVA.

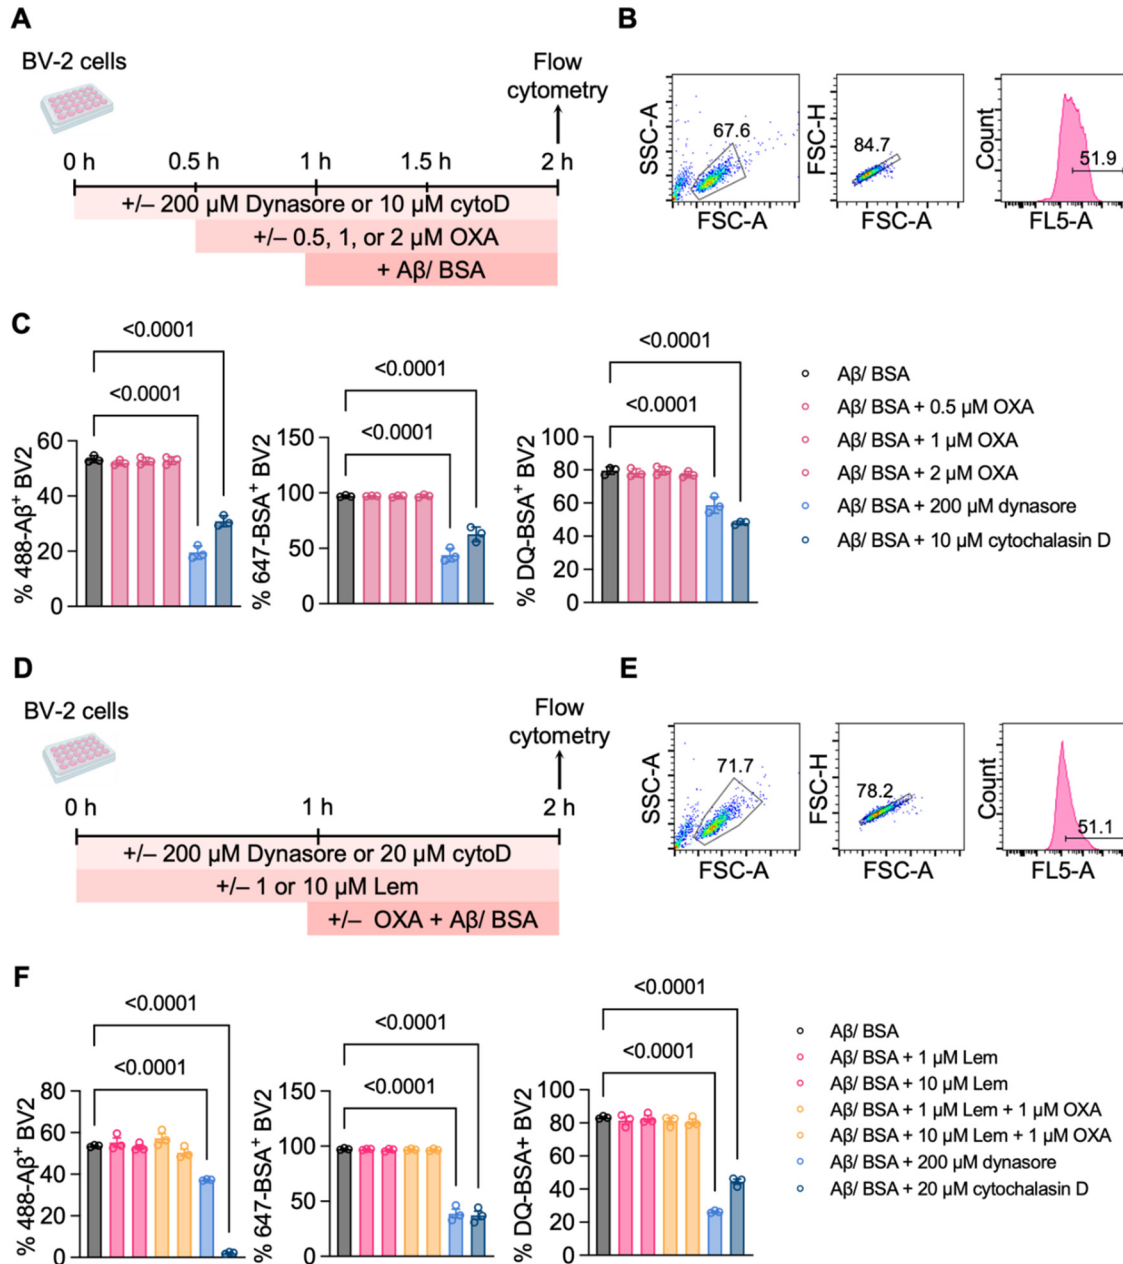

**Supplementary Figure S6. In-vitro 488-A $\beta$ , 647-BSA uptake and DQ-BSA degradation assay in BV-2 cells.** (A) Schematic illustration of experiment timeline for 488-A $\beta$ , 647-BSA uptake and DQ-BSA degradation assay using orexin-A (OXA)-treated BV2 cells. Dynasore and cytochalasin D (cytoD) were used as inhibitors of protein uptake. (B) Representative flow cytometry gating strategy used for analysis. (C) Quantification of the percentage of BV2 cells positive for 488-A $\beta$ , 647-BSA, or DQ-BSA (Mean  $\pm$  SEM; P value shown). (D) Schematic illustration of experiment timeline for 488-A $\beta$ , 647-BSA uptake and DQ-BSA degradation assay using LEM and/or OXA-treated BV2 cells. Dynasore and cytoD were used as inhibitors of protein uptake. (E) Representative gating strategy. (F) Quantification of percentage of BV2 cells positive for 488-A $\beta$ , 647-BSA, or DQ-BSA, indicating protein uptake and degradation (Mean  $\pm$  SEM; P values shown for statistically significant difference only).

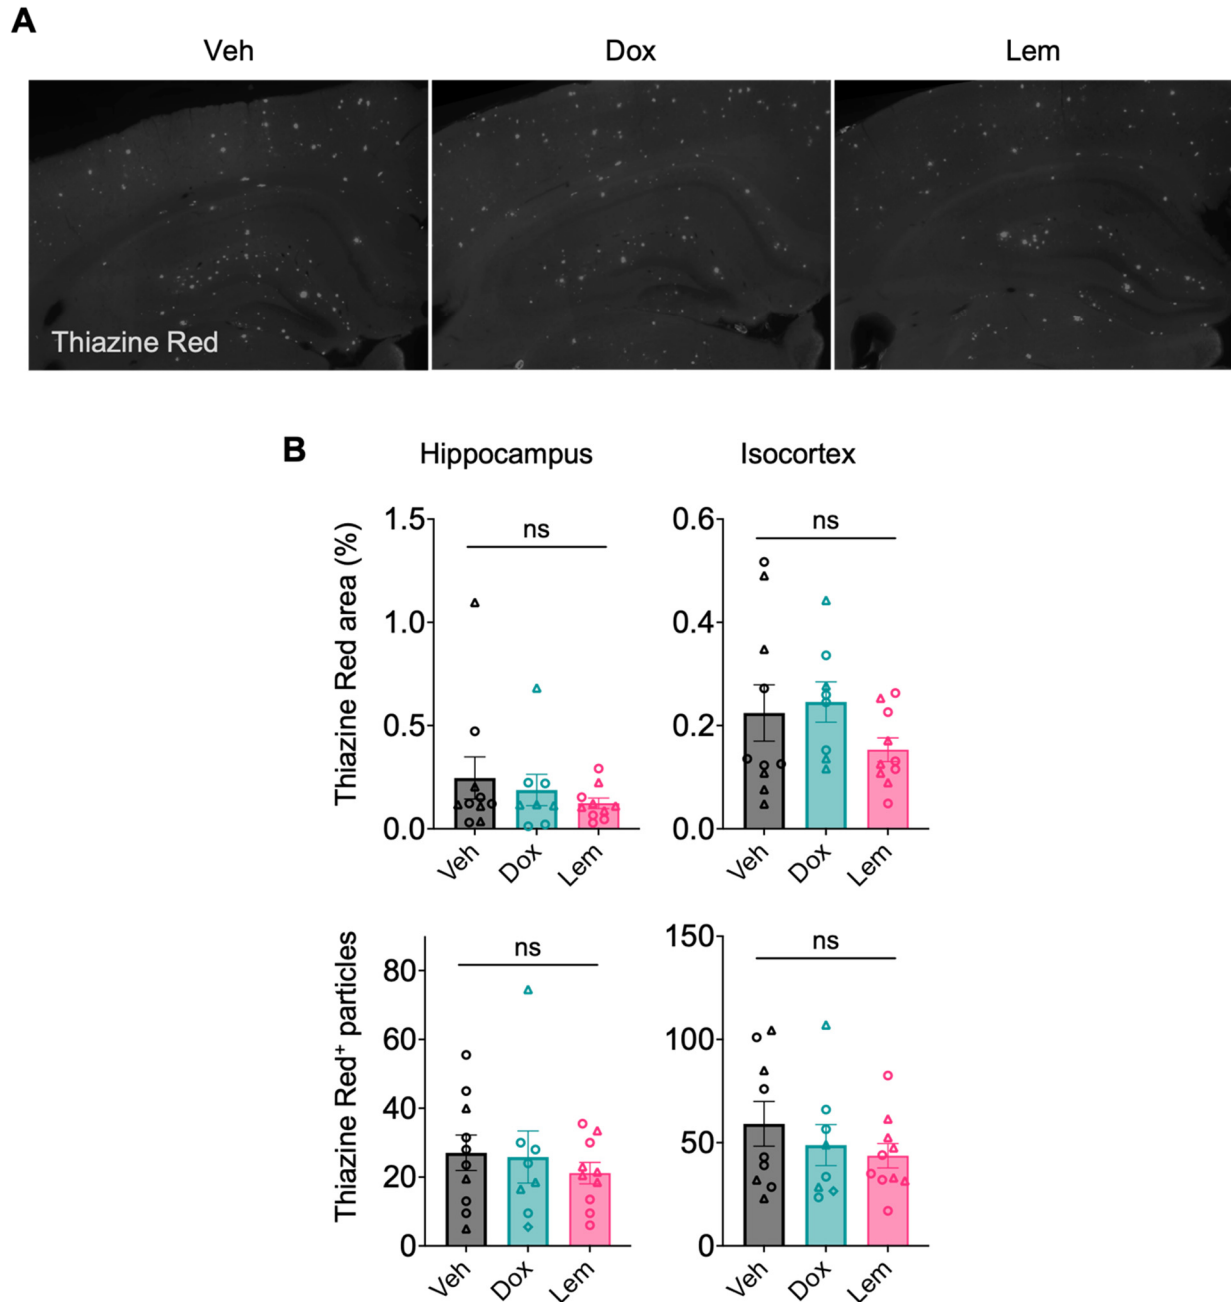

**Supplementary Figure S7. Dense-core plaque analysis with thiazine red.** Aged PSAPP mice were treated with VEH, DOX, or LEM as in main Figure 3A. Representative images of thiazine red staining (A) and quantification in hippocampus and isocortex (B) are shown. For all panels, mean  $\pm$  SEM is shown, n.s. (not significant) for all analyses with one-way ANOVA.

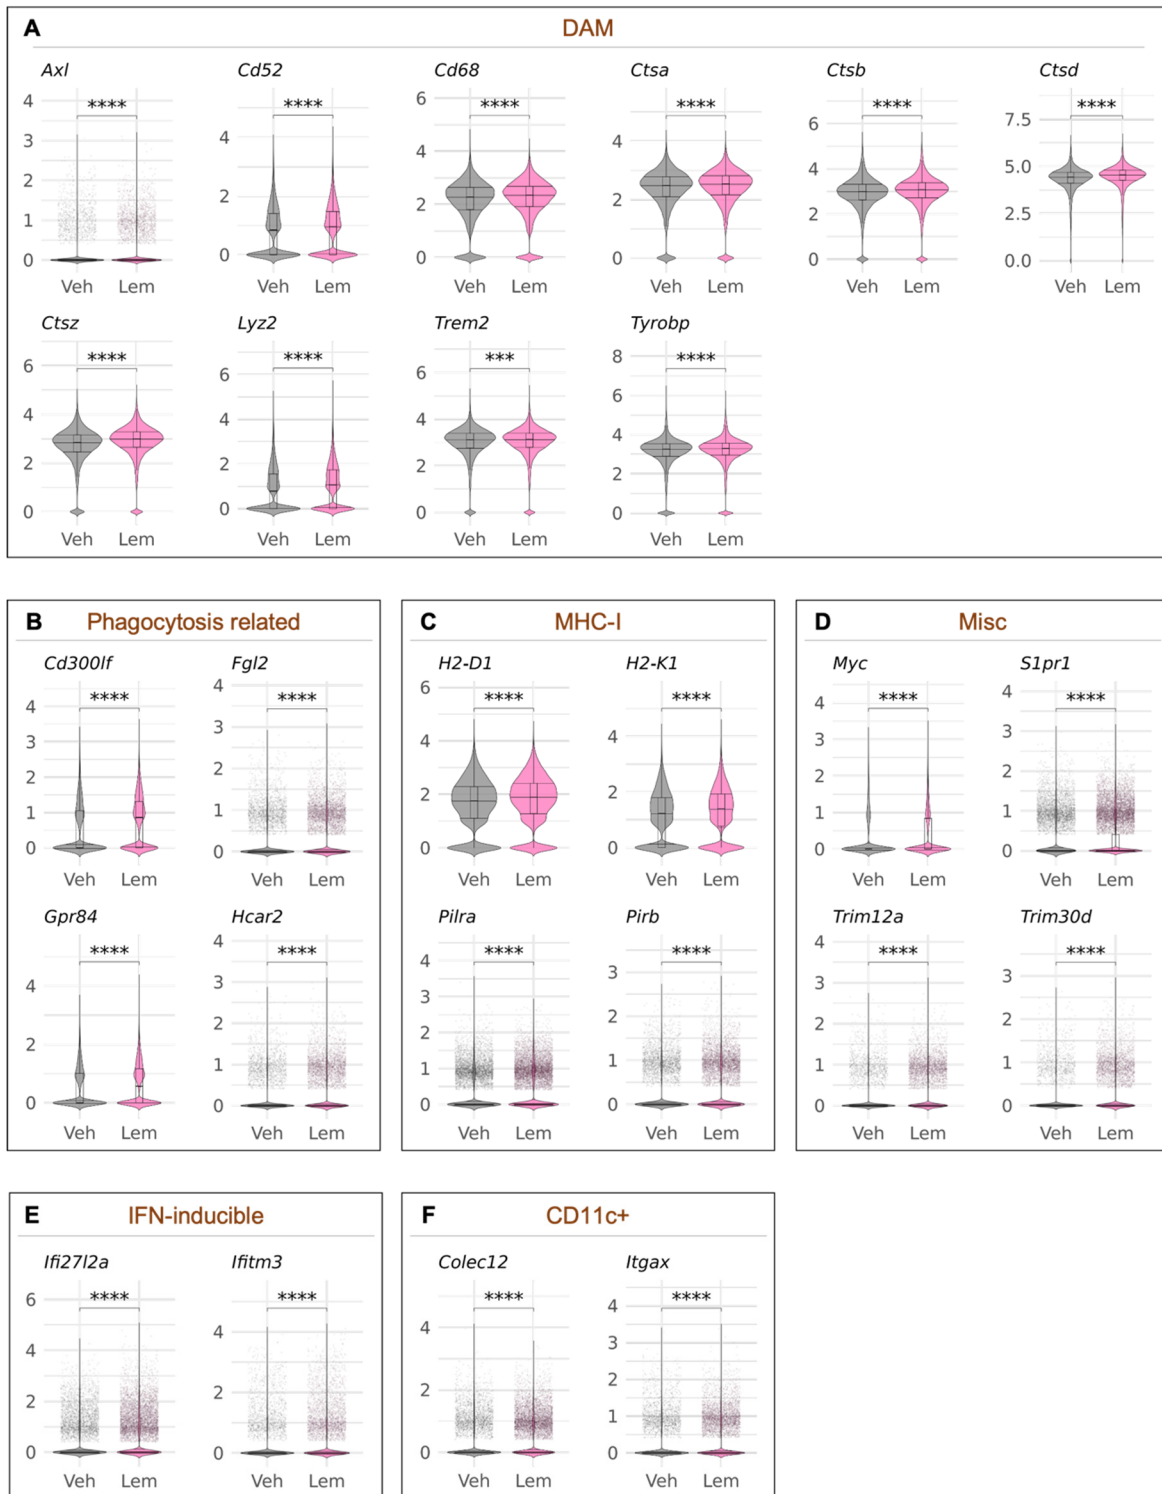

**Supplementary Figure S8. Differential gene expression of selected upregulated genes in isolated microglia.** Single cell RNaseq was performed on microglia isolated from veh or LEM-treated PSAPP mice, as described in main Figure 4. Violin plots of select upregulated genes after LEM treatment grouped by their molecular functions. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0005$  by Wilcoxon rank-sum test with FDR correction.

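Of the genes shown for the LEM library in this supplement and not given elsewhere, *Myc* rose from 24.5% to 32.0% of cells (thinned, 10.3% and 14.0%) and by a log2 ratio of CPM of 0.42, with 0.46 in female and 0.39 in male cells. It was counted in 22.0% of choroid plexus-like cells. The changes of *Cd52* (0.12), *Ctsb* (0.12), *Ctsa* (0.06) and *Trem2* (0.01, 0.01 to 0.02) were smaller. *Trem2* stood at 2351 and 2374 CPM, with 0.03 in female and −0.01 in male cells.

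*Trim12a* and *Trim30d* lie near each other on chromosome 7 of GRCm38, from 104299894 to 104315466 and from 104470014 to 104507849. Both belong to families of close copies (*Trim12c* and other *Trim30* genes), so the division of their reads is uncertain. *Trim12a* had 1188 counts in VEH and 3347 in LEM, a log2 ratio of 1.03 (0.93 to 1.12), and *Trim30d* 1083 and 3094, a log2 ratio of 1.05 (0.95 to 1.15). In male cells the ratios were −0.21 and −0.12, and in female cells 6.13 and 4.85. Within the VEH library, female over male cells gave −5.22 and −3.87.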

## Homeostatic

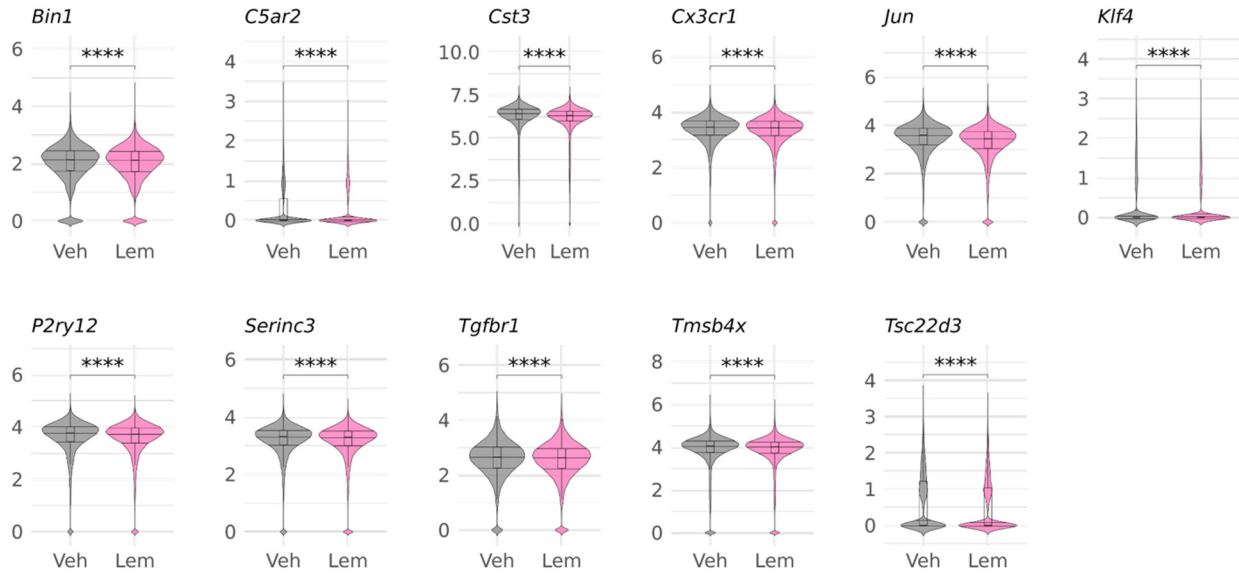

**Supplementary Figure S9. Differential gene expression of selected downregulated genes.** Single cell RNAseq was performed on microglia isolated from VEH or LEM-treated PSAPP mice, as described in main Figure 4. Violin plots of downregulated homeostatic genes after LEM treatment (\*\*\*\*P < 0.0005 by Wilcoxon rank-sum test with FDR correction).

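*Klf4* was counted in 24.3% of VEH and 19.1% of LEM cells (thinned, 12.2% and 8.97%), with a log2 ratio of CPM of −0.54 (−0.59 to −0.50), and choroid plexus-like cells held it in 15.5%. *Tsc22d3*, an X-linked gene, was counted in 46.2% and 39.9% (thinned, 24.2% and 19.4%), with −0.38 (−0.41 to −0.35). Both were lower in each sex. *Klf4* and *Jun* are also genes of the response to tissue dissociation, and 33 of 35 genes of that list were lower in LEM (median −0.15).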

| Gene                                       | Direction of significant change |
|--------------------------------------------|---------------------------------|
| <b>Interleukins &amp; TNF super-family</b> |                                 |
| <i>Il1a</i>                                | Up                              |
| <i>Il1b</i>                                | Up                              |
| <i>Il6</i>                                 | Up                              |
| <i>Il10</i>                                | No significant change           |
| <i>Il12b</i>                               | No significant change           |
| <i>Il15</i>                                | Down                            |
| <i>Il18</i>                                | Up                              |
| <i>Il23a</i>                               | No significant change           |
| <i>Tnf</i>                                 | Down                            |
| <i>Tnfsf10</i>                             | No significant change           |
| <i>Tnfsf6</i>                              | No significant change           |
| <b>Chemokines</b>                          |                                 |
| <i>Ccl2</i>                                | No significant change           |
| <i>Ccl3</i>                                | No significant change           |
| <i>Ccl4</i>                                | No significant change           |
| <i>Ccl5</i>                                | Up                              |
| <i>Ccl7</i>                                | No significant change           |
| <i>Ccl12</i>                               | Down                            |
| <i>Cxcl1</i>                               | No significant change           |
| <i>Cxcl2</i>                               | No significant change           |
| <i>Cxcl10</i>                              | No significant change           |
| <i>Cxcl12</i>                              | No significant change           |
| <b>Colony-stimulating / growth factors</b> |                                 |
| <i>Csf1</i>                                | No significant change           |
| <i>Csf2</i>                                | No significant change           |
| <i>Csf3</i>                                | No significant change           |

**Supplementary Table T1. 

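In the summed counts, *Il10*, *Fasl* (listed as Tnfsf6), *Cxcl1*, *Csf2* and *Csf3* had at most 3 counts in either library, and no ratio was computed for them. Of all 24, 10 were counted in under 1% of cells. *Il12b* (40 and 211 counts), *Il23a* (14 and 21), *Cxcl2* (38 and 84) and *Cxcl12* (20 and 37) were also rare. *Ccl3* and *Ccl4* are close copies with log2 ratios of −0.06 and −0.14. *Csf1* had −0.04 (−0.10 to 0.01) over all cells, with 0.52 in female and −0.37 in male cells.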

Cytokine and chemokine transcript changes.** Changes in log average expression values for inflammatory genes across treatments using wilcoxon rank-sum test with FDR correction, based on scRNAseq data presented in main Figure 4.

# Supplementary material for: Dual orexin receptor antagonism with lemborexant enhances microglial clearance of β-amyloid in mice
**Source:** Mol Neurodegener. 2026 May 22;21:28. doi: 10.1186/s13024-026-00948-y

Original Western Blots: Sharma et al.

Cropped blots:

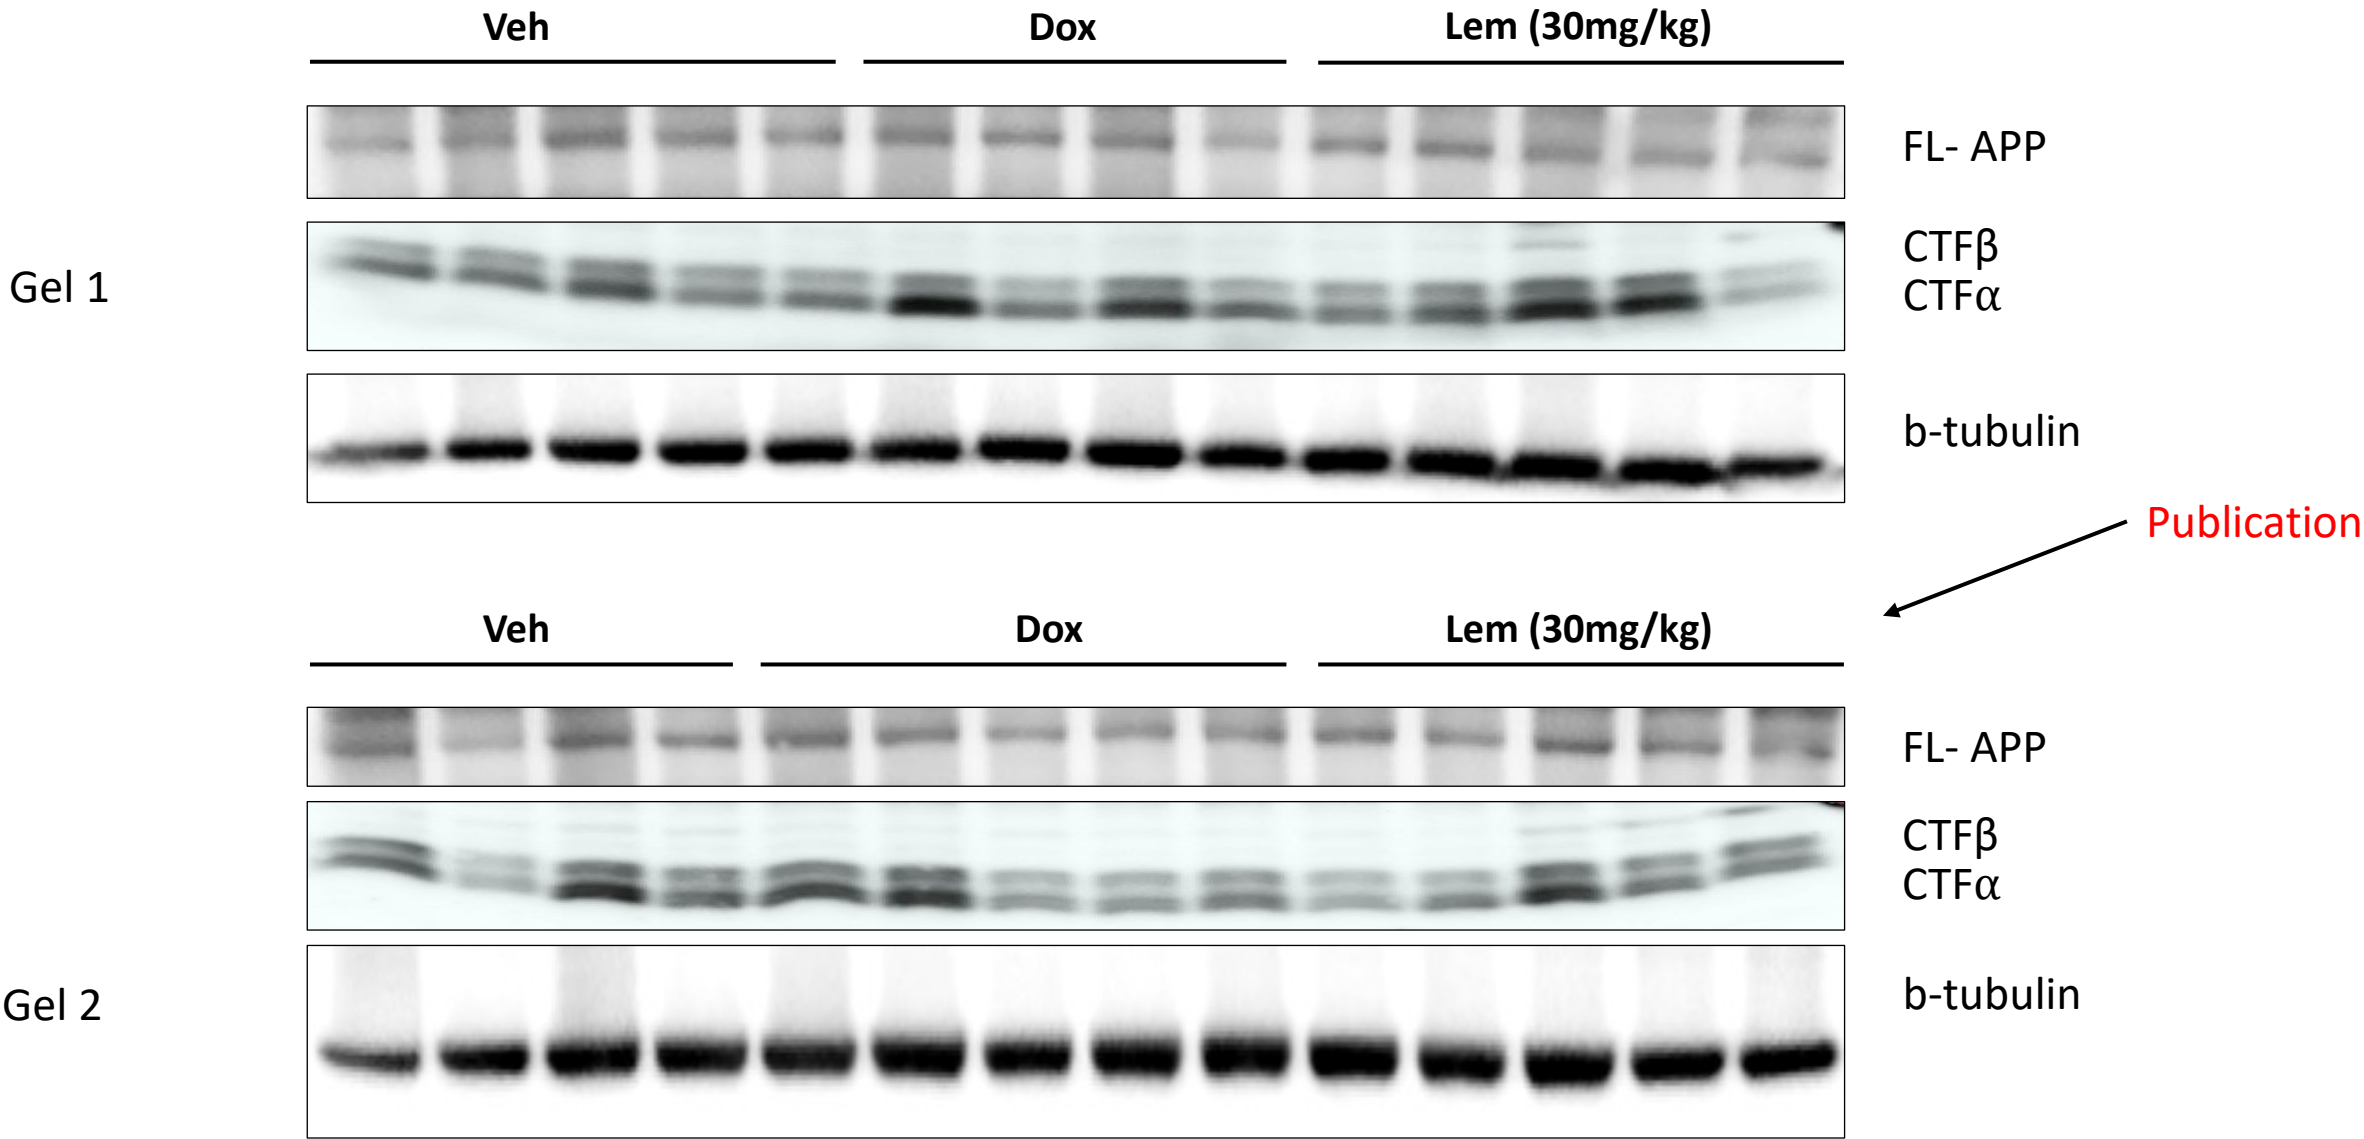

## Full length APP (higher exposure)

Chemiluminescence

Gel1

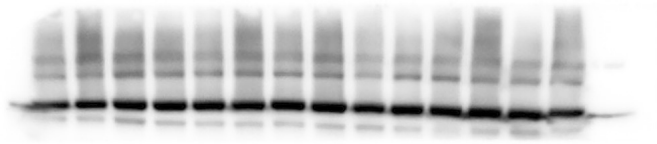

Gel2

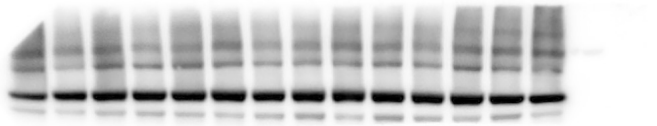

Composite

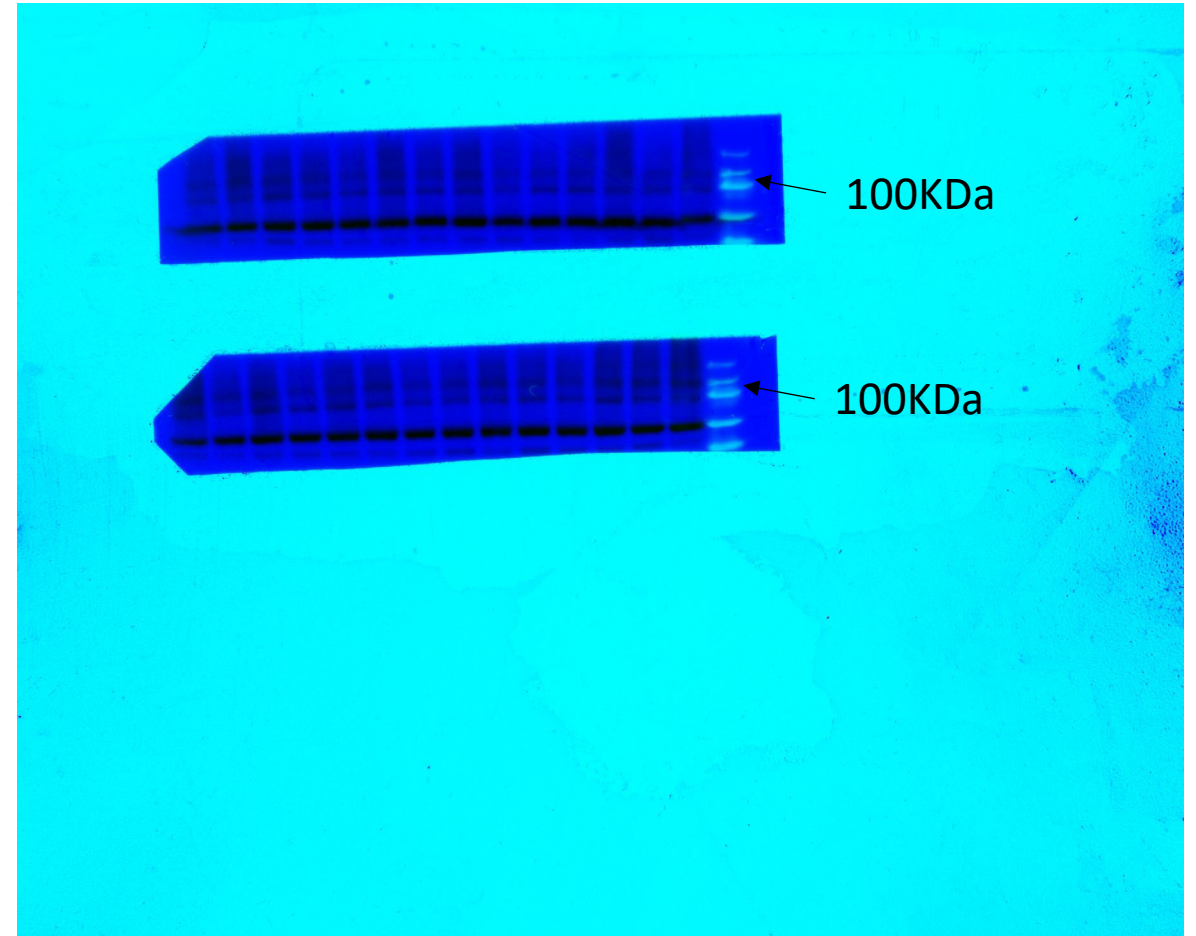

## B-tubulin (lower exposure)

Chemiluminescence

Gel1

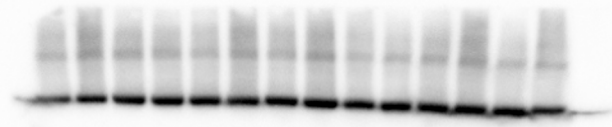

Gel2

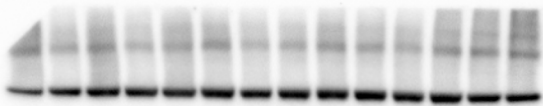

Composite

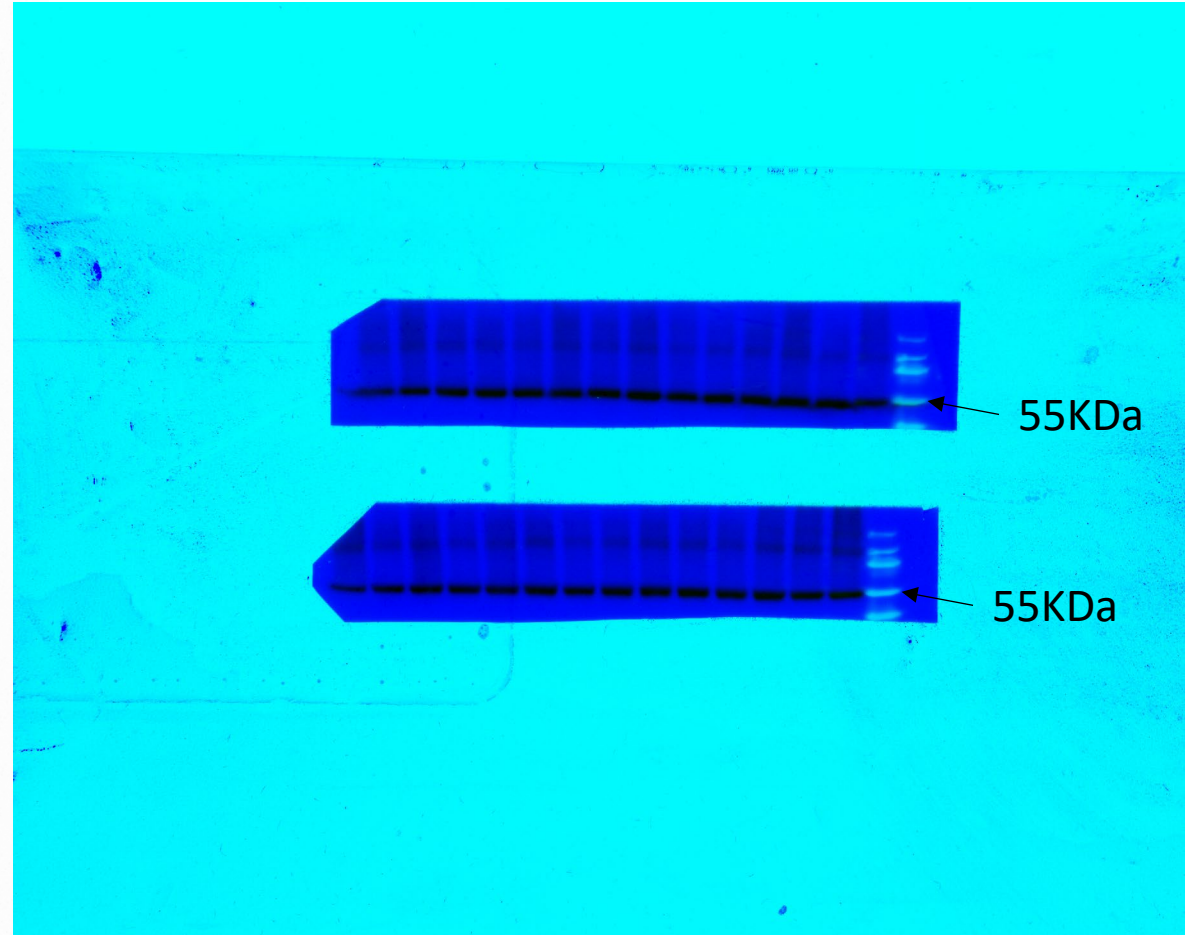

## C-Terminal Fragments $\alpha$ and $\beta$

Chemiluminescence

Gel1

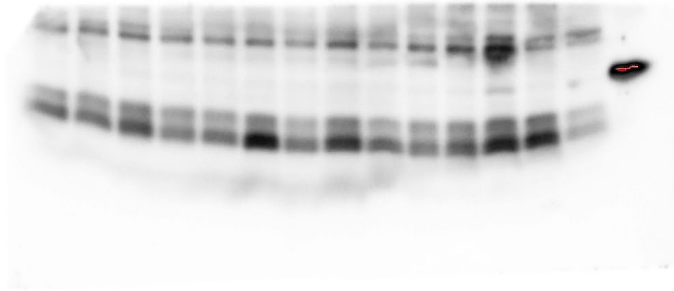

Gel2

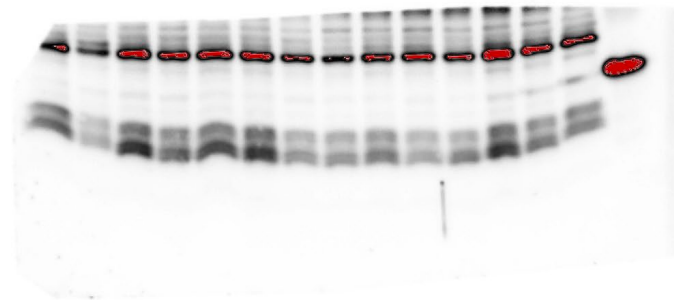

Composite

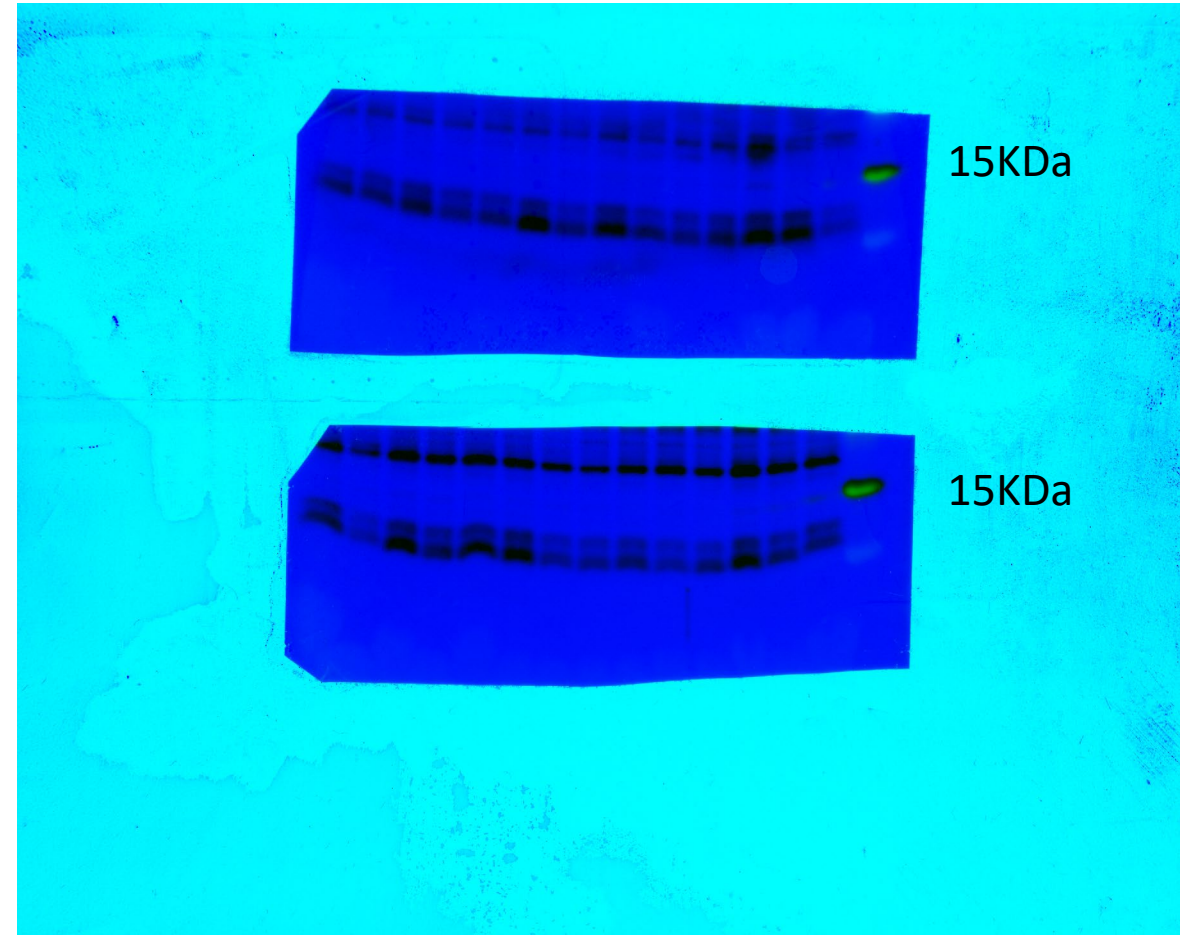

**Supplement:** Supplementary file 2 — Supplementary Material 2

How the deposited data were processed for this re-analysis (not part of the article)

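The data are UMI counts of sorted microglia from PSAPP mice given VEH or LEM (30 mg/kg/day) for 1 month from 9 months of age, with 5 mice of both sexes pooled into 1 library per treatment. The cell names of the deposited table carry the treatment, and 0 columns of cells were left unmatched. The authors made 5′ libraries on the 10x Chromium platform, aligned and counted with Cell Ranger 8.0.0 on the mm10 mouse transcriptome, named SoupX 1.6.2 for free RNA, and removed cells with under 500 genes, over 20000 counts or over 2.5% mitochondrial counts. The deposited values are whole-number counts per gene and cell without normalization. Whether SoupX's correction is part of them could not be told, so no further correction was made. The table has no annotation of cell types.

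From these counts, CPM per library and log2 ratios of LEM over VEH were computed, with exact Poisson intervals for summed counts and Clopper-Pearson intervals for shares of cells at a confidence level of 95%. These cover counting error only. With 1 library per treatment no test across libraries, p-value or count of changed genes is given. No ratio is given where both libraries hold at most 3 counts. Genes are named by a rule fixed before the data were examined: every gene named in the text and figures on these data, and the 10 largest and 10 smallest ratios among genes detected in at least 10% of cells of either library and changed the same way in both sexes. Some results that the rule would name are not reported here. Gene positions are from the GENCODE M21 annotation of GRCm38, the build that mm10 names.

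Gene lists were written before the data were examined. They are the DAM, homeostatic, phagocytosis, MHC-I and cytokine genes of the study, known DAM and homeostatic genes, with and without those that the study names, the interferon response, proliferation, lysosome, antigen processing and presentation, phagocytosis, the dissociation, glucocorticoid and circadian clock responses, oxidative phosphorylation, ribosomal proteins, the proteasome, the mitochondrial genome, transcripts of astrocytes, neurons, oligodendrocytes, choroid plexus and border-associated macrophages, and Y-linked genes. Over the 11910 genes detected in at least 1% of cells of either library, the median log2 ratio of a list is given with its percentile among 10000 random lists matched on expression in 20 bins, as a description of these libraries.

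Cells were clustered in Seurat 5.3.0 (R 4.3.3) after the methods: log-normalization, 2000 variable genes, 30 neighbours per cell and a resolution of 0.9, with no integration. The methods choose the principal components for clustering by an elbow plot and give no number, so the 20 that they state for UMAP were used. The methods state a first round of clustering that removed other cell types, and the plan fixed before the data were examined called for such a round if other cell types were found. The values given first depart from that plan: cells were clustered once, with choroid plexus-like and BAM-like clusters kept. The planned round, at a resolution of 1.0, was run afterwards as an alternative, where 18 clusters were formed and 2 of other types removed with 118 VEH and 264 LEM cells. A name needs at least 3 markers among the 20 leading genes by fold. Scrublet (scanpy 1.11.5, expected rate 0.1) was run per library, with thresholds of 0.343 and 0.340. Cells were called female or male from *Xist* and Y-linked counts, and *Xist* and the Y-linked genes are not read as results. Shares of cells with a count are given as deposited and after thinning to 2000 counts, the largest multiple of 500 that 90% of the cells of each library reach. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

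The ratio and list steps were tested on simulated data. For gene ratios the counts were drawn as Poisson, the model of the intervals, so their coverage follows from that model. Counts that gather in few cells, as those of *Ccl5* do, can spread more, which neither the simulation nor the intervals cover. With 200 of 7526 genes changed by a log2 ratio of 1.0 in counts simulated at the depth of these libraries, the intervals of 100% of the changed genes excluded 0, 95.2% of all intervals held the simulated value and 4.87% of unchanged genes had an interval that excluded 0. A list of 20 genes shifted by 0.5 was at percentile 100, and at 35.0 without the shift. The count of neighbouring genes found 20 of 20 planted ones.

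Alternatives set before the data were examined were scaling by the median of ratios, by the mean of counts per 10000 over cells and by totals without the 20 most abundant genes, cells without doublets, each sex alone and both weighted equally, thinned cells, cells without clusters of other types or with over 90% of cells from 1 library, at least 2 counts for a share or a sex call, a detection minimum of 10% for lists, resolutions of 0.5 and 1.3, 10 and 30 principal components, and genes centred within each library. Chosen after seeing the data were cells outside the named clusters, and clusterings without the 603 genes that differ by a log2 ratio over 0.3 between female and male cells of a library (241 of them variable genes), without the 864 that differ between libraries or sexes (312 variable), and without as many random variable genes. The gene list and KEGG sets of the study were not used here.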

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

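The comparisons of female with male cells within a library were chosen as tests only after the results were seen, and the tests of neighbouring genes and of the sex composition of the pools were chosen before.

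Among the named genes detected in at least 10% of cells of either library, 5 had log2 ratios of at least 0.2 in size in each sex, with intervals that exclude 0, and in opposite directions, above 0 in female and below 0 in male cells. Genes in fewer cells or with a smaller ratio were not counted, such as *Il6* (0.98 and −0.20, in 7.81% of LEM cells). The log2 ratios were 6.13 and −0.21 for *Trim12a*, 1.40 and −0.24 for *Ifi27l2a*, 0.52 and −0.37 for *Csf1*, 0.48 and −0.53 for *Tnf*, and 0.41 and −1.09 for *Slc1a3*. With a limit of 0.1 for lists, the same was seen for the median of 26 interferon-stimulated genes, with 0.59 in female and −0.10 in male cells, and the reverse for 20 proliferation genes, with −0.27 and 0.32. With 1 pool per treatment, the difference between the sexes was not tested.

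A different share of the sexes in the pools argues poorly for the genes of Fig. 4E as a set, since weighting the sexes equally left their median ratio at 1.01 of its size. Across 7233 genes the female over male ratios of the 2 libraries were unrelated (rho 0.05). This argues poorly for a fixed difference between the sexes across genes, but does not settle the genes of Fig. 4E. Of these, *Apoe* (−1.04 in VEH and −1.25 in LEM) and *Fgl2* (−0.68 and −0.77) had like ratios in both libraries. *Slc1a3* (−1.45 and 0.05) and *Colec12* (−2.72 and −0.26) did not. A difference between the mice in each pool stays open too. In the VEH library alone, where no drug was given, the genes of Fig. 4E differed between female and male cells by a median log2 size of 0.31, and random genes matched on expression by 0.05 to 0.12. *Trim12a* is the plainest case, with a female over male log2 ratio of −5.22 in VEH and 1.13 in LEM, which may come from an inherited variant among the VEH females or from reads divided among its copies. A response to LEM that depends on sex stays open as well and was not tested.

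Genes that the paper does not discuss were among those with the largest log2 ratios that both sexes shared. The higher ones were *Adcy8* (2.04), *Qpct* (1.93), *Cdk5rap1* (1.41), *Gapdh* (1.26), *Sfi1* (1.14), *Magi1* (0.97), *Smco4* (0.90) and *Apobec3* (0.88). The lower ones were *Tubb2b* (−2.09), *Pianp* (−2.07), *Cfap77* (−1.83), *Tubb2a* (−1.75), *Ets1* (−1.53), *Khdrbs3* (−1.23), *Agrp* (−1.11), *Lrba* (−1.03) and *Rpl29* (−1.00). All had counts above the floor in both libraries.

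As above, differences between the pooled mice are a candidate explanation for these genes. The 50 autosomal genes with the largest ratios differed between female and male cells of the VEH library by a median log2 size of 0.49, against 0.06 to 0.11 for random genes matched on expression. Some single genes show it too, such as *Qpct*, with a female over male log2 ratio of 3.92 in VEH and −0.59 in LEM. In *Qpct*, *Adcy8*, *Sfi1*, *Ets1*, *Khdrbs3*, *Agrp* and *Lrba*, a female over male ratio exceeded in size a LEM over VEH ratio within a sex. In the other genes listed above, the LEM over VEH ratio of each sex was the larger. *Smco4*, for example, had 0.81 in female and 0.97 in male cells, against female over male ratios of −0.05 in VEH and −0.20 in LEM. Variants linked on the chromosomes stay open. Of the 50 genes, 9 had another within 1 Mb, not above chance (random 0 to 10). Within 5 Mb 22 did, where 95% of random sets gave 5 to 20. Of the top 20, 10 had another within 5 Mb (random 0 to 6) and 6 within 1 Mb (random 0 to 4). Pairs of one gene family, whose reads can be shared, account for part of this. With them left out, the counts for the 50 genes were 18 within 5 Mb (random 12.6 on average, 5 to 21) and 5 within 1 Mb (0 to 10). For the top 20 they were 6 (0 to 6) and 2 (0 to 4), so none was above chance. *Gapdh* and *Rpl29* have many pseudogene copies, so their reads may be divided differently between mice with different variants. *Tubb2a* and *Tubb2b* are copies of each other, so their single counts are uncertain. Both were lower in LEM, which a different division of reads between them alone would not give. An effect of LEM on these genes stays open, because treatment and pool are the same split.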

How the results depend on the processing

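The values for cells outside the named clusters and for the clusterings without chosen or random variable genes were tests chosen only after the results were seen. The clustering after a first round was stated in the plan but run only then. The other alternatives were set before the data were examined. No paired analysis was possible because each treatment has 1 pooled library, so the shared replicate number 1 makes a single pair and no test is made. Moves are judged against intervals that cover counting error only. Except where a cause is named, the cause was not tested.

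Scaling moved little. Of 91 gene ratios, 90 kept their direction with the median of ratios, 91 with the mean of counts per 10000 over cells and 90 with totals that leave out the 20 most abundant genes, and 0 reversed. With the mean over cells, the medians were 0.27 for the DAM genes of the study (0.25 before), −0.10 for its homeostatic genes (−0.08 before) and −0.01 for the DAM genes it does not name (0.03 before). Totals without the most abundant genes gave −0.09 for the homeostatic genes of the study and 0.01 for those it does not name, as did the median of ratios (0.01), against 0.02 before. Leaving out doublets reversed 0 of 91 gene ratios, and so did thinning.

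With genes in at least 10% of cells alone, the medians were 0.20 for the DAM genes of the study, −0.02 for those it does not name and 0.10 for the interferon response, from fewer genes.

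In female cells 79 of 91 gene ratios kept their direction. The reversed ones were *Slc1a3* (0.41), *Bin1* (0.02), *Cx3cr1* (0.06), *Top2a* (−0.52), *Tnf* (0.48), *Ccl2* (0.04), *Ccl3* (0.15) and *Cxcl10* (−0.18), with the shares of cells for *Slc1a3* (0.11) and *Tnf* (0.27). List medians in female cells were −0.27 for proliferation, which reversed, −0.04 for the homeostatic genes of the study, 0.59 for the interferon response and 0.14 for antigen processing and presentation.

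In male cells 75 of 91 kept it. Reversed were *B2m* (−0.09), *Trem2* (−0.01), *Ifi27l2a* (−0.24), *H2-K1* (−0.02), *Trim12a* (−0.21), *Trim30d* (−0.12), *Mki67* (0.31), *Il6* (−0.20), *Il12b* (−0.15), *Cxcl2* (−0.97) and *Cxcl10* (−0.37), with the shares of *Ifi27l2a* (−0.29), *H2-K1* (−0.04), *Trim12a* (−0.21), *Trim30d* (−0.13) and *Il6* (−0.19). List medians reversed for the interferon response (−0.10), antigen processing and presentation (−0.06), the glucocorticoid response (0.05), oxidative phosphorylation (−0.02) and Y-linked genes (0.04, where leaving out female cells removes the share of the sexes as a cause). The DAM genes of the study had 0.15 and those it does not name −0.05. With the sexes weighted equally, *Cxcl10* alone reversed (−0.27).

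Without clusters of other types or with over 90% of cells from 1 library, which left out 7944 VEH and 4585 LEM cells, 72 of 91 gene ratios kept their direction. Reversed were *Axl* (−0.32), *B2m* (−0.03), *Lyz2* (−0.09), *Cd52* (−0.05), *Trem2* (−0.01), *P2ry12* (0.02), *Cx3cr1* (0.01), *Serinc3* (0.05), *Tmsb4x* (0.02), *Itgax* (−0.09), *Top2a* (−0.41), *Enpp2* (−2.34), *Ttr* (−6.39), *Il1b* (−0.13) and *Cxcl10* (−0.35). This alternative drops clusters because they differ between the libraries, so it takes out such differences by construction and decides nothing on these genes. *Enpp2* and *Ttr* fall because their cluster is among those left out. Outside the named clusters, where cells were not picked by library, *Itgax* had 0.73.

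Outside the named clusters, *Mki67* (0.22), *Enpp2* (−0.69), *Ttr* (−2.57), *Il12b* (−2.04) and *Cxcl10* (−0.43) reversed, with oxidative phosphorylation (−0.02). Medians there were 0.29 for the DAM genes of the study, 0.08 for those it does not name, −0.07 for its homeostatic genes and 0.16 for the interferon response.

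The log2 ratio of DAM-like shares was −0.14 at a resolution of 0.5, 0.19 at 1.3, 0.36 with 10 and −0.14 with 30 principal components and 0.18 without doublets, so its sign depends on the clustering. That of interferon-like cells was 0.77 with 10 principal components, 0.69 after thinning and 0.23 with genes centred within each library. It was above 0 in every clustering run. Proliferating-like (0.31 to 0.55), BAM-like (0.17 to 0.42) and choroid plexus-like cells (1.17 to 1.23) stayed within their counting intervals in every clustering that held them.

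The percent of cells in unnamed clusters with a 2-fold difference in share moved most. It was 65.7 in 1 round at a resolution of 0.9 with 20 principal components, 31.4 at a resolution of 0.5 and 53.0 at 1.3, 39.1 with 10 and 71.2 with 30 principal components, 19.7 with genes centred within each library, which takes out differences between libraries by construction, 43.5 after thinning and 51.9 without doublets. It was 0 without genes that differ between the sexes of a library, 0 without genes that differ between libraries or sexes, and 62.7 without random variable genes. After a first round that removed clusters of other types it was 70.8, and the log2 ratios there were 0.03 for DAM-like, 0.59 for interferon-like and 0.47 for proliferating-like cells.

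Depth limits the rare genes. Requiring 2 counts for a share reversed 0 of 58 shares of cells, and thinning reversed 0. *Axl* was counted in 4.83% of VEH cells and *Il1b* in 1.88%, and for the cytokines under 1% of cells a handful of cells sets the ratio.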

Differences from the paper's values

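The clustering after a first round was run only after the results were seen, and the other clusterings chosen as tests after that are not used in this part.

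Values of Fig. 4E were read by eye. A value is counted as within the error if it lies within 0.05 of the reading or, where that is larger, within the width of the counting interval of the summed counts divided by 2.

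For *Apoe*, the paper's log2 ratio of LEM over VEH is about 0.67 in Fig. 4E, read by eye, and the value from summed counts is 0.59. Of the alternatives set before the data were examined, the mean of counts per 10000 over cells gave 0.67, and male cells, the sexes weighted equally and thinned cells also fell within the error. The median of ratios (0.59), totals without the 20 most abundant genes (0.58), cells without doublets (0.61), female cells (0.49) and cells without clusters of other types or over 90% of 1 library (0.22) did not.

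For *Itgax*, the paper's log2 ratio is about 0.44 in Fig. 4E, read by eye, and the value from summed counts is 0.37. The mean of counts per 10000 over cells, male cells and the sexes weighted equally (0.38) fell within the error, which is wider than 0.05 for this gene (interval 0.30 to 0.43). The median of ratios (0.36), totals without the 20 most abundant genes (0.36), cells without doublets (0.33), thinned cells (0.35), female cells (0.26) and cells without clusters of other types or over 90% of 1 library (−0.09) did not. Over all 28 genes of Fig. 4E, 26 were within the error from summed counts, *Trim12a* (1.03 against about 0.95) by its counting error, and 28 with the mean of counts per 10000 over cells, the setting under which each value falls within the paper's. The paper tested cells, and no test was made here.

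The highest log2 ratio of cluster shares is about 4.5 in Fig. 4C, read by eye, and 2.78 in 1 round of clustering with 20 principal components. The methods give no number of components for clustering, only 20 for UMAP, so this value rests on a choice made here. After a first round that removed clusters of other types, which the methods state, it was 3.32, outside the reading error of 0.2. With 30 principal components it was 4.47, within that error, but the lowest ratio was then −6.99, where Fig. 4C shows about −6.6 and 1 round with 20 principal components gave −6.62. The highest ratio was 4.19 at a resolution of 1.3, 2.27 at 0.5, 2.63 with 10 principal components, 1.42 with genes centred within each library, 1.52 after thinning and 1.28 without doublets, all outside it.

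The paper calls the cluster with *Enpp2* and *Ttr* BAM-like. The rebuilt cluster led by these genes had 8 choroid plexus markers and 0 BAM markers among its 20 leading genes, and a separate cluster had 4 BAM markers. The paper states that the MHC-I genes rose in average level and not in their share of cells. Their shares were higher in LEM here for *H2-K1* (71.3% and 77.2%, after thinning 44.6% and 49.5%) and *H2-D1* (84.2% and 87.5%, after thinning 62.1% and 67.1%). Those of *Pirb* (11.9% and 16.5%) and *Pilra* (20.5% and 24.4%) were higher too, but in VEH not above the level of free RNA, taken as 12.0% and 21.0% from choroid plexus-like cells, so no difference from the paper is read from them.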

Other observations

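The comparisons with female and male cells of one library, and the clusterings without chosen or random variable genes, were tests chosen only after the results were seen, and so were the cells outside the named clusters in which the share of DAM cells was tested. The tests of depth, sex composition, free RNA, choroid plexus, dissociation and centring were chosen before.

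In the clustering reported first, 65.7% of cells lay in unnamed clusters with a 2-fold difference in share between the libraries, each mostly of one sex. This depends on the settings, with 31.4% at a resolution of 0.5 and 39.1% with 10 principal components, where 1 of 3 such clusters drew over 75% of its cells from one sex. Centring genes within each library lowered their share of cells to 19.7%, but centring takes out differences between libraries by construction and decides nothing. Leaving out the 241 variable genes that differ between female and male cells of the same library lowered it to 0%. Leaving out as many random variable genes left 62.7%. The random genes came from the other variable genes and were not matched on the size of their differences. The 241 genes were picked on these same cells, so the contrast cannot part groups of mice from a state under LEM. Each such cluster at the first settings was mostly of one sex. This could come from clusters that follow groups of mice more than a state shared by all treated mice. The female and male cells of a library share their treatment, so the genes left out were not picked on the drug alone, but genes that answer LEM in one sex can be among them. A change caused by LEM in such genes stays open, as treatment and pool are the same split.

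For the genes of Fig. 4E, a difference in depth argues poorly, since after thinning the median log2 ratio of shares was 1.22 of its size before. A different share of the sexes does so too, since weighting the sexes equally left the median ratio at 1.01 of its size. Differences between the pooled mice may contribute, as these genes differed between female and male cells of the VEH library by a median log2 size of 0.31. The 10 genes with a larger ratio in each sex than between the sexes of a library, *Ly6e* and *Hebp1* among them, are the ones in which this yardstick leaves most room for the treatment. Each sex was a few mice, and a replicated comparison would be needed to part the explanations. Across all genes, sex of the animals by itself has little room as the source of the female over male ratios, which were unrelated between the libraries (rho 0.05). For single genes such as *Apoe* and *Fgl2*, whose ratios were alike in both libraries, it stays open.

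*Apoe* had 116696 more counts in LEM than the VEH level at that depth. Free RNA from astrocytes is a candidate source, since 6 of 7 astrocyte transcripts detected in 1% of cells were higher in LEM (median 0.90). The 18 astrocyte transcripts of the list together had 8969 counts, 7.69% of the *Apoe* excess, which argues against it as the whole source. *Slc1a2* (0.01), *Gfap* (−0.04) and *Plpp3* (−0.07) did not rise, while *Clu* (1.52), *Mt3* (0.90) and *Aldoc* (0.72) did, and *Clu* and *Mt3* are leading genes of the choroid plexus-like cluster. Oligodendrocyte (0.09 over 6 genes) and neuronal transcripts (−0.12 over 3 genes) moved less.

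The DAM genes that the study names were higher in LEM outside the named clusters as well (median 0.29), so a larger share of DAM-like cells is unlikely to be the whole cause. Known DAM genes that it does not name had 0.08 there, at percentile 98.2 of random lists, and 0.03 over all cells, at percentile 68.7. A list of 29 known DAM genes, which holds 9 of the 10 genes of its text, had 0.08 over all cells, where 95% of random lists gave −0.03 to 0.06.

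Genes of the dissociation response were lower in LEM, with a median of −0.15 over 35 genes and 33 of them lower, in female (−0.17) and in male cells (−0.17). A difference in handling between the preparations could lower *Jun*, *Klf4* and other genes that the study reads as homeostatic, and 21 homeostatic genes that it does not name had a median of 0.02. Handling and treatment cannot be told apart, because each preparation holds one treatment and a lower response in vivo would look the same.

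The cluster led by *Ttr* and *Enpp2* had 8 choroid plexus markers and 0 BAM markers among its 20 leading genes, which is consistent with choroid plexus epithelial cells, or droplets with much of their RNA, carried through the sort. Its share rose in LEM by a log2 ratio of 1.18, with 0.44 (−0.97 to 1.99) in female and 1.44 (0.68 to 2.26) in male cells. How much choroid plexus was left on the dissected tissue was not measured here.

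Other lists were compared between the LEM and the VEH library. Ribosomal proteins had 0.09 (69 of 82 genes higher), the mitochondrial genome 0.06, oxidative phosphorylation 0.01, the proteasome −0.02, the circadian clock −0.05, the glucocorticoid response −0.04, and Y-linked genes −0.04. The phagocytosis genes of the study had 0.50 and its MHC-I genes 0.26, its cytokines −0.03 over 14 genes, proliferation 0.16, the interferon response 0.22, border-associated macrophages 0.01 over 8 genes and choroid plexus transcripts 0.87 over 3 genes.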
